# NaMYC2 transcription factor regulates a subset of plant defense responses in *Nicotiana attenuata*

**DOI:** 10.1186/1471-2229-13-73

**Published:** 2013-05-01

**Authors:** Melkamu G Woldemariam, Son Truong Dinh, Youngjoo Oh, Emmanuel Gaquerel, Ian T Baldwin, Ivan Galis

**Keywords:** bHLH, Manduca sexta, MYC2, Transcription factors, Nicotiana attenuata, Nicotine, Phenolamides, Plant-insect interactions, Transcriptional regulation

## Abstract

**Background:**

To survive herbivore attack, plants have evolved potent mechanisms of mechanical or chemical defense that are either constitutively present or inducible after herbivore attack. Due to the costs of defense deployment, plants often regulate their biosynthesis using various transcription factors (TFs). MYC2 regulators belong to the bHLH family of transcription factors that are involved in many aspects of plant defense and development. In this study, we identified a novel MYC2 TF from *N. attenuata* and characterized its regulatory function using a combination of molecular, analytic and ecological methods.

**Results:**

The transcript and targeted metabolite analyses demonstrated that NaMYC2 is mainly involved in the regulation of the biosynthesis of nicotine and phenolamides in *N. attenuata*. In addition, using broadly-targeted metabolite analysis, we identified a number of other metabolite features that were regulated by NaMYC2, which, after full annotation, are expected to broaden our understanding of plant defense regulation. Unlike previous reports, the biosynthesis of jasmonates and some JA-/NaCOI1-dependent metabolites (e.g. HGL-DTGs) were not strongly regulated by NaMYC2, suggesting the involvement of other independent regulators. No significant differences were observed in the performance of *M. sexta* on *MYC2*-silenced plants, consistent with the well-known ability of this specialist insect to tolerate nicotine.

**Conclusion:**

By regulating the biosynthesis of nicotine, NaMYC2 is likely to enhance plant resistance against non-adapted herbivores and contribute to plant fitness; however, multiple JA/NaCOI1-dependent mechanisms (perhaps involving other MYCs) that regulate separate defense responses are likely to exist in *N. attenuata*. The considerable variation observed amongst different plant families in the responses regulated by jasmonate signaling highlights the sophistication with which plants craft highly specific and fine-tuned responses against the herbivores that attack them.

## Background

In their natural habitats, plants are exposed to a number of abiotic (e.g. drought, ultra-violet radiation, salinity) and biotic (e.g. herbivore and/or pathogen attack, competition) stresses which strongly undermine their Darwinian fitness. To cope with herbivory, plants have evolved intricate defense mechanisms that include mechanical barriers, trichomes, thorns, latex, waxes, and a toxic-/anti-nutritive chemical arsenal deployed either constitutively (e.g. nicotine, glucosinolates) or following herbivore attack (e.g. hydroxygeranyllinalool-diterpene glycosides (HGL-DTGs), phenolamides, trypsin protease inhibitors) [1-3]. In addition, and in concert with these direct defenses, plants recruit predators or parasitoids of the attackers using informative volatile organic compounds or nutritional rewards [4-6]. However, the costs of defense responses [2,7,8] necessitate the development of stringent regulatory mechanisms and several families of plant transcription factors (TFs) (e.g. ERF, bZIP, MYB, bHLH and WRKY) have been shown to regulate plant defense against biotic and abiotic stresses [9-11]. Many of these transcription factors are co-induced in response to different stresses suggesting the existence of complex interaction [12-14].

In many plant species, the role of phytohormones in coordinating the development of defense responses has clearly been shown, frequently with cross-talk among them to achieve intricately fine-tuned response outcomes [15-18]. Specifically, the jasmonate signaling pathway plays a critical role in mediating defense responses against herbivores [19-21]. In response to herbivore attack, GLA1 enzymes release 18:3 α-linolenic acid (α-LeA) from chloroplast membranes. α-LeA is subsequently converted to oxophytodienoic acid (OPDA) in the chloroplasts by lipoxygenase (LOX), allene oxide synthase (AOS) and allene oxide cyclase (AOC) enzymes. OPDA is transported to peroxisomes and oxidized by OPDA reductase (OPR) forming jasmonic acid (JA). In the cytosol, JA is conjugated to isoleucine by JAR enzymes that produce the bioactive jasmonate, (+)-*7-iso*-jasmonoyl-L-isoleucine (JA-Ile) [22,23]. JA-Ile associates with the SCF^COI1^ complex, presumably to ubiquinate JAZ repressors and tag them for degradation by the 26S proteasome. In the absence of stressful conditions, MYC2 is repressed by the JAZ repressors, which recruit TOPLESS (TPL) as a co-repressor either directly through the EAR (Ethylene Response Factor-Associated Amphifilic Repression) motif or using the EAR motif of the NINJA (Novel Interactor of JAZ) protein [24,25]. Degradation of JAZ proteins releases the MYC2 transcription factor from repression and reconfigures downstream transcriptional processes [11,24,26-28].

MYC2 is a member of the basic Helix-Loop-Helix (bHLH) family of transcription factors (TFs) [29,30] that are characterized by structurally and functionally conserved domains in many plant species. One of these conserved domains, the basic (b) region, is used to bind to variants of the G-box hexamer (5'-CACNTG-3') found on the promoters of MYC2-regulated genes. The HLH and ZIP domains are used for homo-/hetero-dimerization, while the JID (JAZ Interacting Domain) domain is used to interact with JAZ proteins [11,28,29,31-34].

MYC2 transcription factors participate in the regulation of many JA-dependent physiological processes: defense against herbivores/pathogens, drought tolerance, circadian clock, light signaling and root growth [11,35-39]. Guo et al. [40], in a proteomic study that involved mock- or MeJA-treated wild type and myc2 plants, recently identified 27 differentially regulated, JA-inducible and MYC2 dependent proteins involved in glucosinolate metabolism (22%), stress and defense (33%), photosynthesis (22.2%), carbohydrate metabolism (7.4%), protein folding and degradation (11.1%), highlighting the very diverse roles of MYC2.

*N. attenuata* is a wild tobacco species native to the Great Basin Desert in Utah (USA) which our group has developed into an ecological plant model. The defense responses of this species against its specialist herbivore, *Manduca sexta,* are well studied, and include the production of potent secondary metabolites: nicotine, HGL-DTGs, phenolamides and protease inhibitors [10,41-47]. In this study, we identified a putative MYC2 transcription factor in *N. attenuata* (NaMYC2) and characterized its role in defense response regulation using reverse genetic, transcriptomic and untargeted/targeted metabolomic approaches. Our transcriptomic and metabolomic data indicate a strong involvement of NaMYC2 in nicotine accumulation. However, silencing this gene had only a limited effect on the accumulation of other plant defense metabolites which strongly implicates the involvement of multiple independent and/or redundant transcriptional regulators in defense signaling of *N. attenuata* plants.

## Results and discussion

### NaMYC2 *transcripts are induced after herbivory*

Herbivore attack induces a transient reconfiguration of plants' transcriptome, which translates into a reconfiguration of the metabolome. In *N. attenuata*, transcripts of genes involved in defense against herbivores are induced after both WW and WOS treatments. Interestingly, many transcripts show stronger responses to WOS, especially in systemically induced tissues [48-51]. In previous studies, the function of MYC2 TFs (Figure 1) in plant defense regulation was demonstrated; however, the detailed regulatory mechanisms differ amongst different plant species [11,31,37,52]. In wild type *N. attenuata* plants, transcripts of *MYC2* (GenBank Accession number KC832837) were transiently up-regulated in treated local leaves after both wounding (WW) and simulated herbivory (WOS). In contrast, in untreated systemic leaves, *MYC2* transcripts were up-regulated only after WOS treatment (Figure 2A and B), consistent with the differential response of herbivory-regulated genes to WW and WOS. These findings strongly suggested the involvement of NaMYC2 TF in plant defense against herbivores in *N. attenuata*[53]. Hence, to determine the function(s) of MYC2 in *N. attenuata*, we used a reverse genetic approach to knock down the accumulation of *NaMYC2* transcripts (by Virus Induced Gene Silencing, VIGS) and characterized the inoculated plants after verifying the efficiency of the VIGS procedure. Compared to empty vector (EV; transformation control) plants, a significant reduction was observed in *NaMYC2* transcript accumulation in MYC2-VIGS plants before (ANOVA, F_1,6_=339.22, *P*=0.0001) or 1 h (ANOVA, F_1,8_=418.72, *P*=0.0001) or 3 h (ANOVA, F_1,3_=42.41, *P*=0.007) after WOS induction (Figure 2C). As we also identified another MYC2 transcription factor (putatively named as MYC2-like; GenBank Accession number KC906192) with a considerable protein sequence similarity to MYC2, we tested if its transcript accumulation was affected in MYC2-VIGS plants. As expected from the positioning of the MYC2 silencing region in non-translated 3’ UTR of the gene, we found no significant reduction in the accumulation of the *MYC2-like* transcripts in MYC2-VIGS plants compared to EV control plants, indicating that VIGS silencing was confined to MYC2 TF (Additional file 1: Figures S1 and S2). In subsequent experiments, we used the silenced plants to determine the regulatory roles of MYC2 in plant defense in *N. attenuata*.

**Figure 1:**
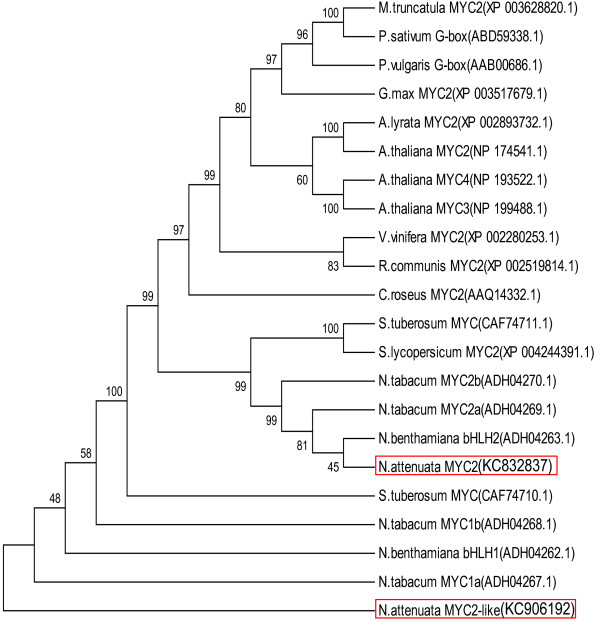
**Phylogeny of MYC2 transcription factors.** Protein sequences with high similarity to the *N. attenuata* MYC2 were retrieved from NCBI by Blast. Sequence alignment and phylogeny reconstruction were performed on MEGA5 using CLUSTAL W and Maximum Likelihood packages, respectively. The consensus tree generated was tested by bootstrapping (1000 times).

**Figure 2:**
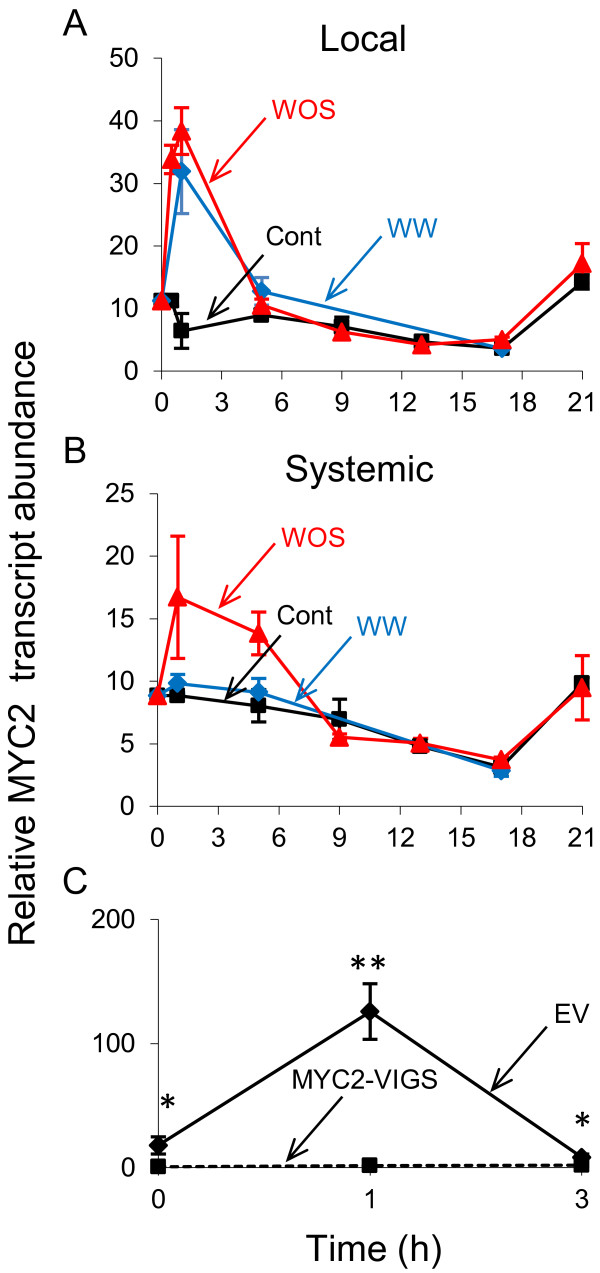
**Transcript abundance and silencing efficiency of MYC2 transcription factor in *N. attenuata.*** Rosette stage leaves (*n*=3) of wild type *N. attenuata* plants were treated with WW (blue line) or WOS (red line) or left untreated (black) and transcript abundances (mean ± SE) of MYC2 TF were measured by microarrays in (**A**) treated and (**B**) untreated systemic leaves (data were extracted from a previously published microarray dataset by Kim et al. [53]). (**C**) Using Virus Induced Gene Silencing (VIGS), the accumulation of *MYC2* transcripts were knocked down and the efficiency of silencing was determined by measuring the relative *MYC2* transcript abundances (mean ± SE; *n*=5) in control and WOS-induced EV (solid line) and MYC2-VIGS (dashed) plants by qRT-PCR. Asterisks indicate statistically significant differences (ANOVA, P < 0.05).

### Targeted analysis of secondary metabolite accumulation in MYC2-VIGS plants

Nicotine, phenolamides, hydroxygeranyllinalool diterpene glycosides (HGL-DTGs) and phenolic compounds are among the potent, JA-dependent anti-herbivore compounds in *N. attenuata*[2,10,54,55]. Their JA-dependent pattern of accumulation suggests that the biosynthesis of these compounds might be regulated by NaMYC2. To test this hypothesis, we used the MYC2-VIGS plants: previously, Saedler and Badwin [56] demonstrated that VIGS effectively knocks-down the expression of plant defense genes (e.g. *PMT*) in both leaves and roots of *N. attenuata* plants. Then, we used a targeted metabolomic approach to compare the accumulation of defensive secondary metabolites in untreated control and WOS-treated (24, 48 and 72 h) EV and MYC2-VIGS plants.

### Nicotine

Nicotine is one of the most prominent chemical defense compounds in *N. attenuata*[57] and most of the genes involved in its biosynthesis have already been identified [52,57]. Nicotine is synthesized in roots and transported to leaves. To test if MYC2 regulates herbivore-induced biosynthesis of nicotine in *N. attenuata*, we measured the accumulation of nicotine in untreated or WOS-treated EV and MYC2-VIGS plants on HPLC-PDA. We found that compared to EV plants, the accumulation of nicotine was significantly lower before (ANOVA, F_1,7_=6.94, *P*=0.03) or 24 h (ANOVA, F_1,7_=10.06, *P*=0.01), 48 h (ANOVA, F_1,8_=17.53, *P*=0.003) and 72 h (ANOVA, F_1,8_=28.81, *P*=0.0007) after WOS treatment in MYC2-VIGS plants (Figure 3). Similar results were observed in another independent VIGS experiment (Additional file 1: Figure S3A, B) demonstrating that nicotine biosynthesis is strongly regulated by the MYC2 TF in *N. attenuata*. In addition to nicotine, we found MYC2-specific differences in the accumulations of two other alkaloids, anatabine and cotinine, as determined by a more selective and sensitive LC-TOF/MS method (Additional file 1: Figure S3C, D). Interestingly, while the ion intensities of anatabine and nicotine reduced in MYC2-VIGS leaves, cotinine accumulation increased.

**Figure 3:**
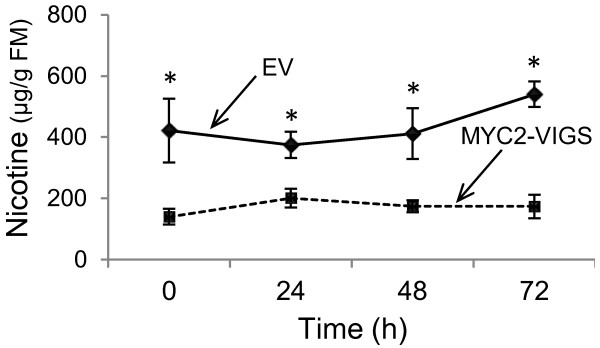
**Accumulation of nicotine in EV and MYC2-VIGS plants.** Metabolites were extracted from leaves (*n*=5) of EV- and MYC2-VIGS plants which were collected before or 24 h, 48 h or 72 h after WOS treatment and the average (mean ± SE) accumulation of nicotine was analyzed by HPLC-PDA. Asterisks indicate significant statistical differences (ANOVA, P < 0.05).

Overall, our results are consistent with the previous reports which demonstrated regulation of jasmonate-induced nicotine/alkaloid biosynthesis by MYC2 TFs. In *N. tabacum* Bright Yellow (BY-2) cells that were transformed with an inverted-repeat (ir)NtMYC2a/2b construct, the accumulations of nicotine and anatabine were significantly reduced compared to untransformed controls [58]. The NtMYC2 protein was also shown to regulate nicotine biosynthesis either by directly binding to the promoters of nicotine biosynthetic genes in roots or activating NtERF189 which, in turn, activates genes involved in nicotine biosynthesis [52]. In *N. benthamiana*, VIGS of two bHLH transcription factors (named NbbHLH1 and NbbHLH2) as well as NbERF1 and NbHB1 decreased MeJA-induced accumulation of nicotine [59]. These results demonstrate both the regulatory functions of MYC2 and the involvement of a network of transcription factors in the regulation of nicotine biosynthesis. However, the functions of the tobacco *MYC2* genes were not examined in the context of natural herbivore feeding; neither were the effects of these *MYC2* genes on the accumulations of other tobacco defense metabolites (e.g. phenolamides, HGL-DTGs, etc.) studied. From the phylogenetic relationship of MYC/bHLH TFs in *N. attenuata, N. tabacum* and *N. benthamiana* (Figure 1) and our results, the presence of additional MYC TFs in *N. attenuata* is a reasonable prediction. Further characterization of these putative TFs might help to fully understand the biosynthesis and ecological consequences of nicotine/alkaloid biosynthesis. Moreover, characterization of additional regulators would complement the partial regulatory function of NaMYC2 in the control of different classes of *N. attenuata* defense metabolites, as demonstrated in the next sections.

### Phenolamides

Recently, regulation of the biosynthesis of phenolamides by NaMYB8 TF and its ecological relevance were reported in *N. attenuata*[10,47]. Considering a previous report in *A. thaliana* which indicated regulation of MYB TFs by AtMYC2 [11] and our microarray data which identified a MYB TF among the NaMYC2-regulated genes (Additional file 2: Table S1), we reasoned that, in *N. attenuata*, NaMYB8 or the genes it regulates might be regulated by NaMYC2. To test this possibility, we treated EV and MYC2-VIGS plants by WOS and measured the relative transcript abundances of NaMYB8 and downstream genes involved in phenolamide biosynthesis. 

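The copy of Table S1 gives the MYB factor as MYB105 and lists 2 probes for it, both of which the array files name MYB44_ARATH. Probe Na_454_39997 was well above background on all 6 arrays and fell from a normalized log2 signal of 0.34 ± 0.28 (SD, n = 3) in EV to -1.37 ± 0.26 (SD, n = 3) in MYC2-VIGS 1 h after WOS. The log2 fold change was -1.71 (standard error 0.26, unadjusted p = 0.000229 and adjusted p = 0.474 from limma). Probe Na_454_34042 had a log2 fold change of -2.09 (standard error 0.23, unadjusted p = 2.53e-05 and adjusted p = 0.398 from limma), but only 1 of its 3 MYC2-VIGS arrays was well above background. For both probes every MYC2-VIGS array lay below every EV array; when 3 arrays are set against 3, chance alone separates the groups, in one direction or the other, for 10% of probes.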

The transcript accumulations of these genes did not differ between EV and MYC2-VIGS plants in untreated plants (0 h); however, 1 h after WOS treatment, a significant reduction was observed in transcript accumulations of *NaMYB8* (ANOVA, F_1,6_ = 9.81, *P* = 0.02), *NaPAL* (ANOVA, F_1,6_ = 17.14, *P* = 0.006), *NaAT1* (ANOVA, F_1,6_ = 16.00, *P* = 0.007), *NaDH29* (ANOVA, F_1,6_ = 28.25, *P* = 0.001) and *NaCV86* (ANOVA, F_1,6_ = 6.66, *P* = 0.04) in MYC2-VIGS plants (Figure 4). Our data and the previously demonstrated regulation of *NaAT1*, *NaDH29*, *NaCV86* by *NaMYB8*[47] point to the possibility that NaMYC2 controls phenolamide biosynthesis by regulating the expression of *NaMYB8*.

**Figure 4:**
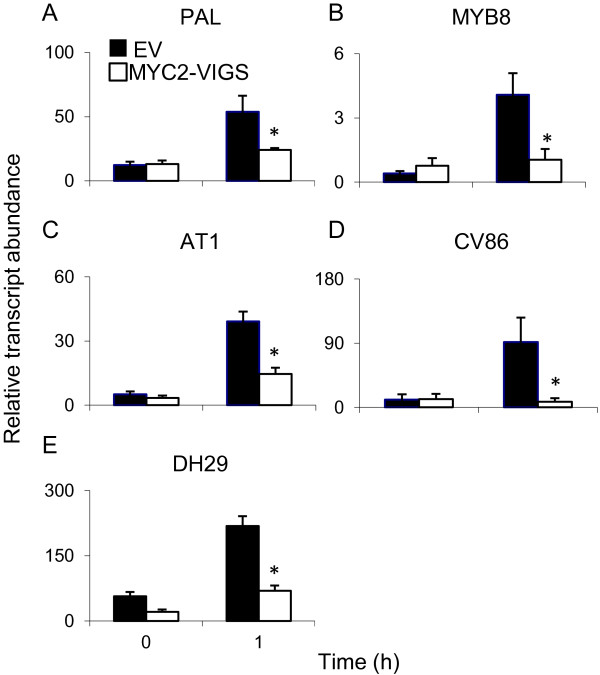
**Transcript accumulation of selected genes involved in phenolamide biosynthesis in EV and MYC2-VIGS *N. attenuata *plants.** Transcript abundance (mean ± SE; *n*=5) of genes involved in JA-dependent phenolamide biosynthesis was determined in WOS-induced EV and MYC2-VIGS plants. Quantification was performed by qRT-PCR using the house-keeping gene, *Elongation Factor 1α* (*EF-1α*), for normalization. One h after WOS-treatment, significant reductions (ANOVA, P < 0.05, indicated by asterisks) were observed in transcript accumulation of *PAL* (**A**), *MYB8* (**B**), *AT1* (**C**), *CV86* (**D**) and *DH29* (**E**) in MYC2-VIGS plants.

Next, we measured the WOS-induced accumulation of caffeoylputrescine, dicaffeoylspermidine, chlorogenic acid and rutin in EV and MYC2-VIGS plants to test if the accumulation of these compounds followed the observed NaMYC2-dependent transcript accumulation patterns. Surprisingly, we found very few significant differences between EV and MYC2-VIGS samples (Figure 5), which was also confirmed in an independent VIGS experiment (Additional file 1: Figure S4A to D). In both VIGS experiments, due to time required for the efficient spread of silencing, the samples used to extract secondary metabolites from EV- and MYC2-VIGS plants were collected at the early flowering stage from positions corresponding to bleached parts on PDS-VIGS plants. Silencing of *phytoene desaturase* (PDS) leads to photo bleaching of leaves and allows for a visual verification of the spread of silencing that corresponds to clear white chlorophyll-less areas on the leaves. However, at late elongated/flowering stage, the inducible character of phenolamide accumulation is known to cease, although nothing is known about transcript accumulation at this stage [10]. Kaur et al., [10] showed that the highly inducible levels of caffeoylputrescine (a phenylpropanoid-polyamine conjugate) in the vegetative tissues of rosette and early-elongated stages of *N. attenuata* plants clearly shifted to the reproductive tissues after flowering and capsule development. Consequently, hardly any caffeoylputrescine was detected in the leaves of mature plants. Thus, due to the "constitutive" and localized nature of phenolamide accumulation in later stages of plant development, their biosynthesis may not be strongly influenced by NaMYC2. Alternatively, even though the transcription of the biosynthetic enzymes remains inducible at later stages of development (Figure 4), translation/post-translational modifications of the enzymes might not occur or the necessary substrates, such as phenylpropanoids and polyamines, could be diverted to other important functions in flowering plants. Finally, it is possible that our ability to detect MYC2-dependent differences was masked because of the plants' response to the VIGS process (i.e. virus infection that may induce phenolamide biosynthesis) or that the level of silencing was not sufficient to affect phenolamide biosynthesis. The disconnect between transcript and metabolite data could be, therefore, explained by the dynamic and/or synergistic regulation of phenolamide biosynthesis; developmentally and by herbivore/pathogen attack. We hypothesized that NaMYC2 is likely to be involved in the regulation of phenolamide biosynthesis in younger plants. However, this could not be tested in the current experimental setup (using MYC2-VIGS plants) and will require the generation of stably transformed plants.

**Figure 5:**
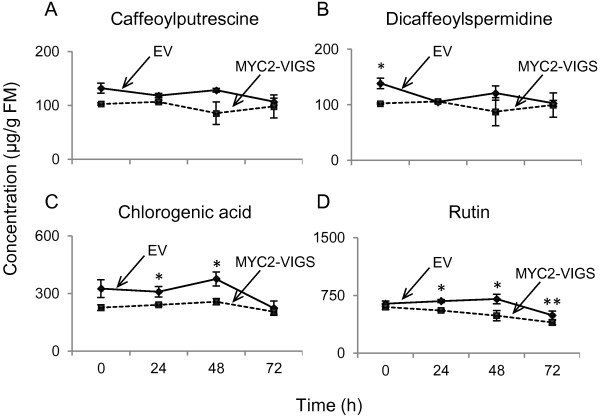
**Targeted analysis of phenolamide accumulation in EV and MYC2-VIGS plants.** Following the extraction of metabolites from leaves (*n*=5) of EV- and MYC2-VIGS plants that were collected before or 24 h, 48 h or 72 h after WOS treatment, the average (mean ± SE) accumulations of caffeoylputrescine (**A**), dicaffeoylspermidine (**B**), chlorogenic acid (**C**) and rutin (**D**) were analyzed by HPLC-PDA. Asterisks indicate significant (ANOVA, P < 0.05) statistical differences.

### Total hydroxygeranyllinalool diterpene glycosides (HGL-DTGs) and TPI levels

HGL-DTGs are JA-dependent metabolites with well-demonstrated roles in plant defense against herbivores in *N. attenuata*[55,60-62]. To determine if herbivore-induced accumulation of HGL-DTGs was regulated by MYC2 in *N. attenuata*, we treated EV and MYC2-VIGS plants with WOS, extracted metabolites and analyzed total HGL-DTGs by HPLC-PDA. We found no significant difference in the accumulation of total HGL-DTGs in control plants or plants treated with WOS for 24, 48 or 72 h (Figure 6A and Additional file 1: Figure S4E), indicating that MYC2 may not be involved in regulating the biosynthesis of this class of compounds. We used a radial diffusion assay [63] to compare the WOS-induced TPI activity between EV and MYC2-VIGS plants and found that, although TPI activity levels were significantly reduced 24 h after WOS treatment, the levels were higher in MYC2-VIGS plants prior to induction; and this did not correlate with *MYC2* expression (Figure 6B).

**Figure 6:**
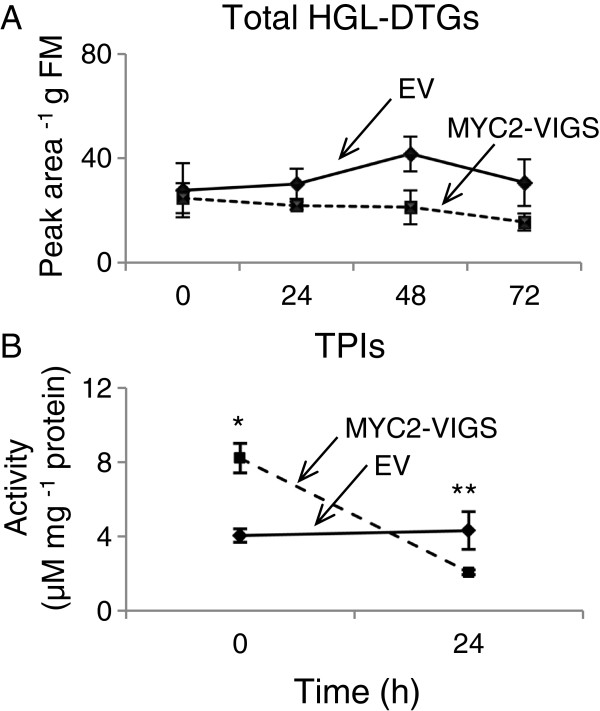
**WOS-induced accumulation of HGL-DTGs and TPI activity in EV and MYC2-VIGS plants.** Leaves (*n*=5) of EV- and MYC2-VIGS plants were treated with WOS for 24 h, 48 h or 72 h or left untreated (0 h) and collected to extract and analyze accumulation (mean ± SE) of total HGL-DTGs (**A**) on HPLC-PDA. Using un-induced (0 h) and WOS-induced (24 h) samples from the same experiment, TPI activity (**B**) was determined using a radial diffusion assay. Asterisks indicate significant statistical differences.

Taken together and considering the JA-/COI1-dependence of HGL-DTG and TPI accumulation in *N. attenuata*[64], the biosynthesis of HGL-DTGs and TPIs in *N. attenuata* is likely regulated by a JA-dependent, but NaMYC2-independent mechanism. Alternatively, the function and/or synergism of an independent *MYC2* gene in *N. attenuata* can explain the partial function of NaMYC2. In addition, similar to phenolamides, the accumulation of HGL-DTG and TPI is also strongly influenced by the developmental stage of the plants [65]. Van Dam et al. [66] showed that the *de novo* synthesis of PIs is limited to the early stages of plant development and that flowering plants treated with methyl jasmonate did not significantly increase their local or systemic PI activity levels. In addition, damage to older leaves elicited a much weaker systemic response in younger leaves compared to younger source leaves, a pattern also reported from other studies in *N. tabacum*[67]. Heiling et al. (2010) demonstrated that the concentrations of 17-hydroxygeranyllinalool diterpene glycosides (DTGs) were highest in most valuable young and reproductive tissues, which is required for effective defense of these tissues against herbivores in *N. attenuata*.

### NaMYC2 and regulation of herbivory-induced phytohormone accumulation

In *A. thaliana*, MYC2 regulates genes involved in the biosynthesis of phytohormones and contributes to the feedback loop in jasmonate biosynthesis. MYC2 also regulates its own transcription, presumably to further enhance jasmonate responses [11,38]. Hence, we asked if NaMYC2 contributed to the biosynthesis or metabolism of phytohormones in *N. attenuata*, and to address this question, we measured the accumulation of jasmonates in untreated and WOS-treated EV and MYC2-VIGS plants in two independent VIGS experiments. In summary, no consistent, MYC2-dependent differences were observed in the accumulation of JA, OH-JA, JA-Ile, OH-JA-Ile and COOH-JA-Ile among EV and MYC2-VIGS plants; neither did we detect consistent differences in the accumulations of ABA or SA (Figure 7, Additional file 1: Figure S5). In agreement with these observations and unlike in *A. thaliana*[11], we did not find significant changes in transcript accumulation of any of the genes involved in the biosynthesis/metabolism of these phytohormones in our microarray data (Additional file 2: Table S1). 

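The 104 array probes that the files name after enzymes of jasmonate, abscisic acid and salicylic acid biosynthesis or metabolism, or after JAZ repressors, were compared in the leaves collected 1 h after WOS. Of these, 50 were well above background on all 6 arrays and 30 on none. limma called 0 of the 104 at an adjusted p under 0.05 over all 43533 probes, and 0 adjusted over the list alone, where the smallest value was 0.603; SAM also called 0. At an unadjusted p under 0.05, 3 probes passed, where chance puts about 5% of a list. They were Na_454_22583 (CYP94), well above background on a single EV array, and both Na_454_10039 and Na_454_39106 (ABA 8'-hydroxylase), with log2 fold changes of -1.26 and 1.34. Among the 50 detected probes, 26 were lower and 24 higher in MYC2-VIGS, with a median log2 fold change of -0.04 and a range from -0.70 to 1.34. The largest decrease was at a lipoxygenase probe, Na_454_00050 (LOXB_SOLLC). The 11 detected lipoxygenase probes, 5 lower and 6 higher, ranged from -0.70 to 0.38 on the log2 scale. Na_454_00007 and Na_454_25452, named LOX2_ARATH, were among the higher ones, at 0.36 and 0.13. The list takes lipoxygenases of several names without sorting them by role, so some may lie outside jasmonate synthesis. The 4 detected allene oxide synthase probes ranged from -0.31 to 0.34, and the 3 allene oxide cyclase probes from -0.11 to -0.06. A slide term in the limma model gave 1 call in the list, Na_454_39106, with a log2 fold change of 2.04 and an adjusted p of 0.0447. Without EV replicate 1 its log2 fold change was 0.92. The slide term takes no information from both replicates 3, each alone on its slide, and leaves few arrays to estimate the spread. A block for scan day gave 0 calls in the list. Names in the files are those of the most similar protein, so a probe can belong to a related gene.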

From these observations, we conclude that, in *N. attenuata*, MYC2 does not regulate the biosynthesis and/or metabolism of jasmonates, ABA or SA.

**Figure 7:**
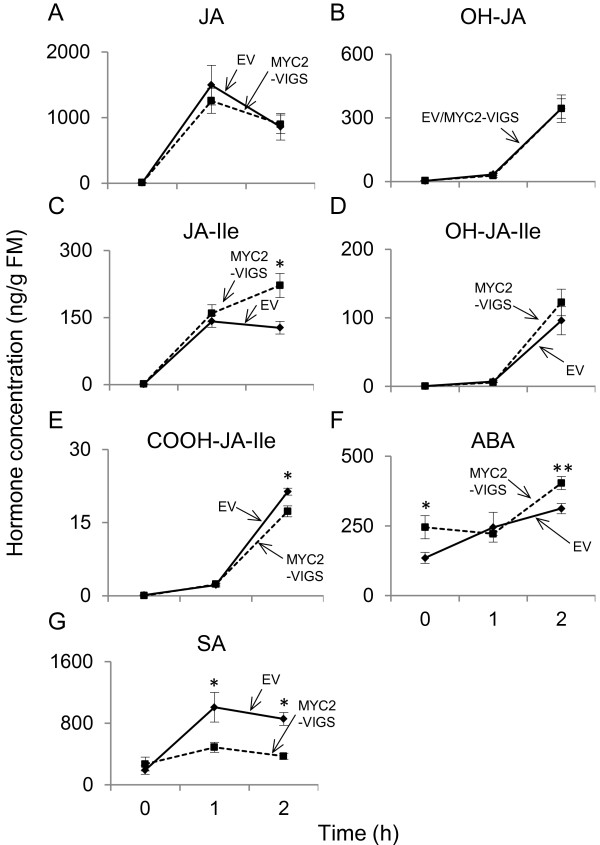
**Herbivore-induced accumulation of phytohormones in EV and MYC2-VIGS plants.** Fully elongated leaves (*n*=5) of EV and MYC2-VIGS plants were collected before or 1 h or 2 h after WOS-treatment for phytohormone extraction. Extracts were analyzed on LC-MS^3^ and the levels (mean ± SE) of JA (**A**), OH-JA (**B**), JA-Ile (**C**), OH-JA-Ile (**D**), COOH-JA-Ile (**E**), ABA (**F**) and SA (**G**) were determined. Different letters indicate statistically significant differences.

### Performance of the specialist herbivore on MYC2-VIGS plants

As a key regulator of plant defense responses, we asked if the performance of the specialist herbivore, *M. sexta* was affected by *MYC2* silencing. Consequently, we fed neonates (*n* = 20) of *M. sexta* on EV and MYC2-VIGS plants for 13 d measuring their masses every 4 d. At all measurement times, we observed no significant difference in the mass gained by caterpillars when fed on EV or MYC2-VIGS plants (Figure 8). This is consistent with the observation that in MYC2-VIGS plants, significant changes were observed only in the accumulation of nicotine, a metabolite to which neonates of *M. sexta* are very tolerant. In contrast, in a manner that was also consistent with the patterns of metabolite accumulation in irCOI1 plants, neonates of *M. sexta* fed on COI1-silenced plants gained significantly more mass compared to those fed on WT plants [64]. The question is, hence, whether there are other JA/COI1-in/dependent MYC2 (or other) TFs that regulate these other defense metabolites of *N. attenuata* that are particularly important for the performance of *M. sexta* larvae.

**Figure 8:**
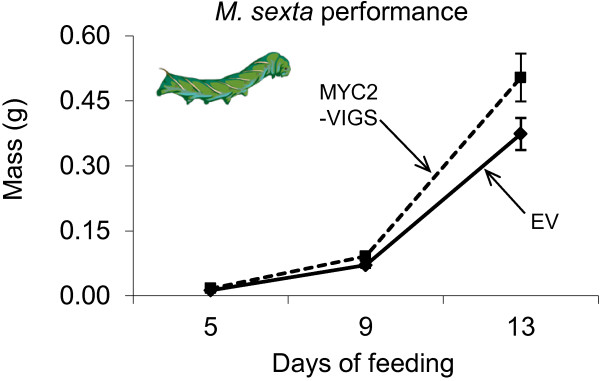
**Performance of *M. sexta *on EV- and MYC2-VIGS plants.** Neonates (*n*=20) of the specialist herbivore, *M. sexta,* were fed on EV and MYC2-VIGS *N. attenuata* plants for 13 d and their masses (mean ± SE) were determined on the 5^th^, 9^th^ and 13^th^ day to compare their relative growth performance. No significant differences were observed in mass gained among caterpillars fed on EV or MYC2-VIGS plants.

### Large scale transcriptomic and metabolomic analysis of MYC2-silenced leaves

The role of MYC2 TFs in orchestrating plant defense and developmental processes in several plant species were previously reviewed [35,68,69]. As master regulators, MYC2 TFs may either directly regulate the genes responsible for defense metabolite biosynthesis or regulate their regulators [11,68]. To provide information for further work, we used unbiased approaches and compared herbivore-induced (WOS) changes in the transcriptome and metabolome of EV and MYC2-VIGS *N. attenuata* plants.

### *NaMYC2 regulated transcriptome of* N. attenuata

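Gene expression in rosette leaves was measured on 6 one-colour Agilent arrays, 3 from EV plants, which carry the empty silencing vector, and 3 from MYC2-VIGS plants, all collected 1 h after WOS treatment. The authors deposited the intensity of each spot as processed by Feature Extraction 9.1.1.1, with the background subtracted and without normalization between arrays. Each array holds 43533 different probes, of which 33639 carry the name of a similar protein and 9894 carry only their own identifier. Between 23151 and 25991 probes per array were well above background by the scanner software's own call, 21346 were so on all 6 arrays and 16037 on none. No spot was saturated, and between 0 and 19 spots per array that the software marked as outliers were left out. Each intensity was divided by the 75th percentile of its array, which was 166 on the array of EV replicate 1 and between 91.0 and 111 on the other arrays, and log2-transformed, as the paper's methods state. Pearson's r between arrays, across probes, lay between 0.972 and 0.988. Because probes are not independent replicates, this r describes only how alike the arrays are. MYC2-VIGS and EV were compared by limma, with Benjamini-Hochberg adjustment over all 43533 probes and no filter on dim probes. Replicates 1 of both genotypes shared a slide, as did replicates 2, while both replicates 3 lay on slides of their own.
The silenced gene was examined first. Probe Na_454_00400, which Table S1 names MYC2 and the array files name BH028_ARATH, gave a normalized log2 signal of 4.01, 3.88 and 3.91 on the 3 EV arrays and of 1.35, 2.06 and 2.21 on the 3 MYC2-VIGS arrays. Its log2 fold change was -2.06 (standard error 0.28, unadjusted p = 0.000113 and adjusted p = 0.398 from limma), and every MYC2-VIGS array lay below every EV array. Within the slide of replicates 1 the log2 difference was -2.66, and within that of replicates 2 it was -1.82. With each array left out in turn, the log2 fold change stayed between -2.23 and -1.80. The number of arrays limits the precision of all values: an exact two-sided permutation test of 3 arrays against 3 cannot give a p below 0.1.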

For transcriptomic analysis, we treated EV and MYC2-VIGS plants with WOS for 1 h and compared their respective induced transcriptome using microarrays. This approach, although unable to discover late induced metabolic genes could reveal the intermediate regulators and TFs downstream of NaMYC2. We normalized and log_2_-transformed the raw data, identified genes whose expressions were significantly altered in MYC2-VIGS plants (using Significance Analysis of Microarrays (SAM) package) and annotated them by Blast2Go. 

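limma called 0 of 43533 probes at an adjusted p under 0.05 with a fold change of 2 or more, and the smallest adjusted p was 0.398. At an unadjusted p under 0.05, 2307 probes passed, where chance alone gives 2177 on average, and 974 of them also changed at least 2-fold, 470 lower and 504 higher in MYC2-VIGS. The 3 arrays of one genotype did not overlap those of the other for 11.7% of the probes, a share that chance puts at 10%. SAM, with the delta and the minimum fold change of the paper's methods, called 49 probes, 48 lower and 1 higher in MYC2-VIGS. The alternative that moved the count by limma most among the other ways of fitting it, a slide term in the model, gave 201 probes. That term takes no information from both replicates 3, each alone on its slide, so few arrays remain to estimate the spread. A block for scan day, added after seeing the data, gave the MYC2 probe the same log2 fold change, -2.24. It called 0 probes, so the 201 calls rest on how the spread was estimated.
The copy of Table S1 used here, the paper's list of altered genes, holds 41 entries, 40 as down-regulated and 1 as up-regulated, where the paper's text gives 47 genes. All 41 probes changed in the listed direction with no overlap between the genotypes, and SAM called each of them. Their unadjusted p from limma was at most 0.00135 and their adjusted p lay between 0.398 and 0.523. All 41 passed when adjusted over the list alone, which is not independent evidence, since the list was chosen on these arrays. On all 6 arrays 22 of the 41 probes were well above background, and 5 were so on none. A further 11 were not well above background in one of the genotypes, so that their fold change is known only as a lower bound.
The 5 listed probes with the largest decreases in the paper fell as follows. Probe Na_454_41485, a putative myrcene/ocimene synthase, had a normalized log2 signal of -2.17 ± 1.02 (SD, n = 3) in EV and was not well above background on any MYC2-VIGS array, so it was at least 5.52-fold lower. Probe Na_454_03136, from the calcineurin-like phosphoesterase family, fell from -0.04 ± 0.32 (SD, n = 3) to -2.58 ± 0.51 (SD, n = 3), a log2 fold change of -2.53. Probe Na_454_40969, a nucleoside hydrolase, was well above background on 3 EV arrays but on only 1 MYC2-VIGS array, and its log2 fold change was -2.34. Probe Na_454_33785, named TOZ, was at least 3.30-fold lower, with no MYC2-VIGS array well above background. Probe Na_454_33674, named isovaleryl-CoA-dehydrogenase, was well above background on 2 EV arrays and on no MYC2-VIGS array, and was at least 1.84-fold lower. The 1 up-regulated probe, Na_454_36276, named WBC11, was well above background on no EV array and on all 3 MYC2-VIGS arrays, and was at least 3.23-fold higher. After the normexp background correction the log2 fold changes were smaller: -0.37 for Na_454_41485, -1.04 for Na_454_03136, -0.37 for Na_454_40969, -0.06 for Na_454_33785, 0.01 for Na_454_33674 and 0.51 for Na_454_36276. That correction adds an offset of 50 to every signal, which draws low signals together whether or not they differ, so at dim probes these values do not tell whether the background matters.

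**Figure D1:**
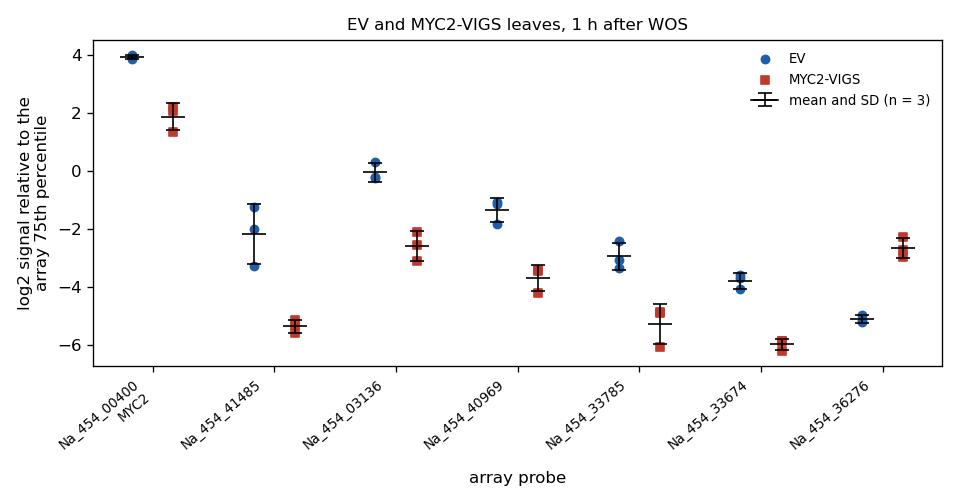
Normalized log2 signal (relative to the array's 75th percentile) of the MYC2 probe, the 5 probes with the largest decreases in Table S1 and its 1 up-regulated probe on the 3 EV and 3 MYC2-VIGS arrays. Points are arrays and bars are the mean and SD (n = 3); the MYC2 probe sits between 3.88 and 4.01 in EV and between 1.35 and 2.21 in MYC2-VIGS.

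Outside the listed probes, no probe passed limma's threshold. Among those that changed at least 2-fold without overlap, the 2 decreases with the smallest unadjusted p were Na_454_19978 (log2 fold change -2.54, unadjusted p = 0.000131, adjusted p = 0.398 from limma), well above background on only 1 MYC2-VIGS array, and Na_454_05904, which was at least 2.01-fold lower with no MYC2-VIGS array well above background. The 2 such increases were Na_454_40792 (log2 fold change 2.27, unadjusted p = 8.90e-05, adjusted p = 0.398 from limma) and Na_454_23300, well above background on 2 MYC2-VIGS arrays and no EV array and at least 1.83-fold higher. SAM called both decreases and neither increase.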

Compared to EV plants, the expressions of 47 genes were significantly (fold change of 2 or more) altered in MYC2-VIGS plants (Additional file 2: Table S1). When we grouped the regulated genes according to TAIR (The Arabidopsis Information Resource) functional annotation scheme, the genes were found to be involved in diverse physiological processes: regulation of transcription (20.45%), amino acid metabolism (11.3%), secondary metabolism (4.5%), biotic stress (6.8%), development (6.8%), transport (9.1%), post-translational modification (4.5%) and protein degradation (6.8%) (Figure 9, Additional file 2: Table S1). Specifically, several key regulators of plant defense responses, transcription factors (WRKY, MYB) or signaling components (calmodulin or calcium binding proteins) were among those identified by the microarray analysis. 

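The functional groups were recounted from the bin codes of the 41 probes in the copy of Table S1, which name 38 different TAIR loci. The paper does not state how many genes its shares were taken over, so the shares here can differ by the denominator alone. Regulation of transcription held 9 probes, or 22.0% of the 41, all lower in MYC2-VIGS. Of these 9, 5 were well above background on all 6 arrays, with log2 fold changes between -2.01 and -1.16, and 1 on none. Amino acid metabolism held 5 probes (12.2%), all lower. Of these, Na_454_02419 and Na_454_34394 were well above background on all 6 arrays, with log2 fold changes of -1.93 and -1.90, and the other 3 could be given only as bounds. Secondary metabolism and post-translational modification held 2 probes each (4.88%), the latter including the MYC2 probe itself, which the table places in that bin. Biotic stress, development and protein degradation held 3 probes each (7.32%), and in each of these groups 1 probe was well above background on all 6 arrays. Transport held 4 probes (9.76%), 3 of them lower and 1 higher in MYC2-VIGS. From the genes that SAM called and their functional grouping, the paper states that the genes regulated by MYC2 belong to diverse physiological processes.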

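Both WRKY probes of the copy of Table S1, which the table and the array files name WRKY40, were well above background on all 6 arrays. Probe Na_454_37824 fell from a normalized log2 signal of 2.97 ± 0.40 (SD, n = 3) in EV to 0.96 ± 0.38 (SD, n = 3) in MYC2-VIGS, with a log2 fold change of -2.01 (standard error 0.31) and an adjusted p of 0.479 from limma. Probe Na_454_28012 fell from 3.21 ± 0.14 (SD, n = 3) to 1.82 ± 0.12 (SD, n = 3), with a log2 fold change of -1.39 (standard error 0.22) and an adjusted p of 0.481 from limma. Each difference was larger than the spread between replicates, and no MYC2-VIGS array reached the lowest EV array. Among the calcium-related probes, Na_454_26468, a calmodulin-binding MLO protein, had a log2 fold change of -1.22 (standard error 0.22), and Na_454_27831, a putative calcium-binding protein that the files name CML44_ARATH, had one of -1.08 (standard error 0.22). With each array left out in turn, the last value stayed between -1.12 and -0.99, so it did not keep to a 2-fold decrease throughout. Probe Na_454_11932, a calmodulin-binding glutamate decarboxylase, was well above background on all 3 EV arrays and on no MYC2-VIGS array, and was at least 1.86-fold lower; its log2 fold change was -0.01 after the normexp background correction, whose offset of 50 draws low signals together.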

Close inspection of MYC2-regulated genes in *N. attenuata* identified additional early induced genes involved in defense against herbivores (terpene synthases and proteinase inhibitors) or pathogens (PR proteins) (Additional file 2: Table S1). 

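The copy of Table S1 lists a pair of terpene synthase probes. Probe Na_454_16864, named TPS10 there and 5EAS_TOBAC in the array files, was well above background on all 6 arrays and fell from -1.98 ± 0.20 (SD, n = 3) to -3.40 ± 0.17 (SD, n = 3), a log2 fold change of -1.42 (standard error 0.24, adjusted p = 0.481 from limma). The other, the myrcene/ocimene synthase probe, could be given only as a bound. The 1 proteinase inhibitor probe, Na_454_19854 of the Kunitz family, was not well above background on any of the 6 arrays, so no fold change is given for it; its normalized log2 signals did not overlap between the genotypes. The probe that the table describes as a putative disease resistance protein, Na_454_11776, was well above background on 2 EV arrays and on no MYC2-VIGS array, and was at least 2.06-fold lower. After the normexp background correction, the differences of both Na_454_19854 and Na_454_11776 changed sign, to 0.13 and 0.02 on the log2 scale; the offset of 50 that it adds draws low signals such as these towards 0 difference.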

Our data support the *A. thaliana* report in which the regulatory role of AtMYC2 on a spectrum of physiological processes was shown: from herbivore/pathogen defense to hormone biosynthesis; from primary and/or secondary metabolism [11,70] to photomorphogenic development [32,71].

**Figure 9:**
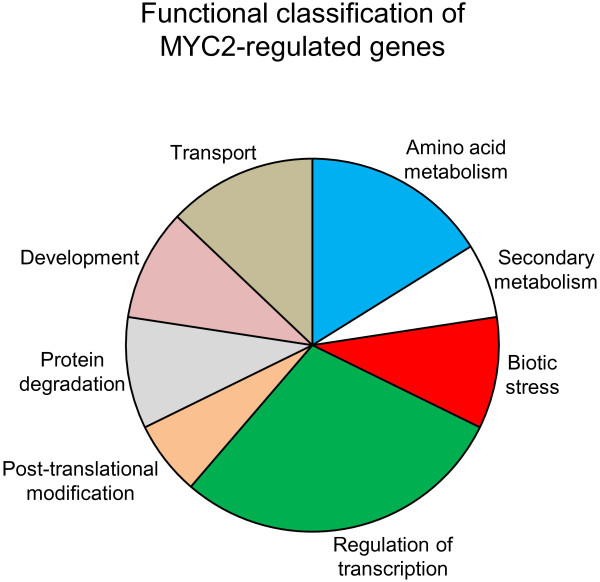
**Transcriptional regulation by MYC2 transcription factor.** Rosette leaves (*n*=3) were collected from WOS-induced (1 h) EV and MYC2-VIGS *N. attenuata* plants for microarray analysis. After pre-processing the raw data, genes whose expression changed significantly among the genotypes were identified using Significance Analysis of Microarrays (SAM) package and functional annotation was performed on Blast2Go. Pie chart depicts the functional categories of MYC2-regulated genes in *N. attenuata*.

In contrast to independently performed qRT-PCR measurement of transcript abundances of phenolamide biosynthetic genes, the microarray analysis did not identify these genes (*PAL*, *AT1*, *DH29* and *MYB8*) as differentially regulated in MYC2-VIGS plants compared to EV-VIGS plants because these genes did not pass the strict statistical criteria set for selection of at least 2-fold down-regulated genes in microarray experiment. 

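PAL is analysed here through the 7 probes that the files name after it, while AT1, DH29 and MYB8 are not analysed here. Among the 7 probes, 4 were well above background on all 6 arrays. Probe Na_454_00178 (PAL1_SOLLC) had a normalized log2 signal of 5.80 ± 0.25 (SD, n = 3) in EV and 5.86 ± 0.08 (SD, n = 3) in MYC2-VIGS, and Na_454_00083 (PAL2_TOBAC) one of 5.54 ± 0.37 (SD, n = 3) and 5.71 ± 0.73 (SD, n = 3). Probe Na_454_00668 (PAL3_TOBAC) had a log2 fold change of -0.38 (standard error 0.36, adjusted p = 0.896 from limma), and Na_454_06355 (PALY_VITVI) one of 0.09 (standard error 0.63, adjusted p = 0.976 from limma). None of these differences was larger than the spread between replicates. Of all 7 probes, 0 had an unadjusted p under 0.05 in limma and 0 were called by SAM, and the smallest p adjusted over the list alone was 0.630. Leaving out one array changed these results. Without MYC2-VIGS replicate 1, Na_454_06355 was at -0.72 (unadjusted p = 0.0344), Na_454_00668 at -0.76 (unadjusted p = 0.0215) and Na_454_00083 at -0.25, so 3 of the 4 detected probes were lower, and Na_454_25325, not among these 4, had an unadjusted p of 0.0273; the smallest adjusted p of the probes named here was then 0.589. With arrayWeights, Na_454_00668 had an unadjusted p of 0.0313 and Na_454_25325 one of 0.0162. The sign of the small difference at PAL1_SOLLC changed to -0.12 after the normexp background correction.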

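In the leaves collected 1 h after WOS, 10 of the 20 probes that the array files name after enzymes of nicotine biosynthesis or of the NAD and polyamine pathways leading to it were well above background on all 6 arrays, and 5 on none. With the scanner software's less strict detection call, 13 were detected on all 6. Probe Na_454_31000 (PMT4_TOBAC, a putrescine N-methyltransferase) had a normalized log2 signal of 2.28 ± 0.12 (SD, n = 3) in EV and 2.58 ± 0.34 (SD, n = 3) in MYC2-VIGS, a log2 fold change of 0.30 (standard error 0.26, adjusted p = 0.896 from limma). All 3 probes named after A622 (IFRH_TOBAC) were well above background on all 6 arrays: Na_454_13110 had a log2 fold change of -1.06 (standard error 0.25, unadjusted p = 0.00310, adjusted p = 0.632 from limma), Na_454_17966 one of -0.56 and Na_454_14956 one of 0.64 (unadjusted p = 0.0377). Probe Na_454_00281 (NADB_ECOLI), also well above background on all 6, had a log2 fold change of -1.06 (standard error 0.39, unadjusted p = 0.0284, adjusted p = 0.864 from limma). Na_454_13110, Na_454_14956 and Na_454_00281 were the 3 of the 20 probes with an unadjusted p under 0.05, where chance gives about 1. The names come from the most similar protein, so a probe can belong to a related gene, and 0 of the 20 probes passed after adjustment, whether over all probes or adjusted over the list alone, where the smallest value was 0.0621.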

Nicotine biosynthesis genes are only expressed in the roots and therefore could not be evaluated in the leaf samples used for microarrays.

### *Silencing of* NaMYC2 *significantly affects the* N. attenuata *metabolome*

Do MYC2-mediated changes in the herbivore-induced transcriptome translate into a wider spectrum of defense secondary metabolites, apart from alkaloids already demonstrated by targeted analytical approach? We used an unbiased metabolomic profiling approach by HPLC/ESI-TOF-MS and analyzed metabolites extracted from leaves of EV and MYC2-VIGS plants that were continuously attacked (4 d) by neonates of *M. sexta*. The raw data were normalized, log_2_-transformed and preprocessed using XCMS and CAMERA packages as described in the Methods section. To visualize the direction of the total variability in our samples without taking the class labels into consideration, we used an unsupervised approach (Principal Component Analysis, PCA) and observed that EV and MYC2-VIGS samples were separated to two clusters by PCA, suggesting genotype-specific differences at the level of metabolites (Figure 10A). The features that contributed strongly to PC1 (which explains 51.7% of the total variability) and PC2 (which explains 27.5% of the total variability) are depicted in the loading plot (Figure 10B). When we screened for metabolic features that differed among the genotypes (fold changes of 2 or more), we identified 897 features; 741 of which differed significantly (*t*-test threshold of 0.05 or less) between EV and MYC2-VIGS plants (Additional file 3: Table S2). The overall pattern of regulation can be visualized from the heat map (Figure 10C) generated on Metaboanalyst 2.0 using the significant metabolic features (Ward clustering algorithm and Pearson distance measures). In total, 712 metabolite features that met both fold change and *t*-test thresholds (2-fold or more, P < 0.05, respectively) were identified and the most important features were plotted on the volcano plot (indicated by the purple dots) (Figure 10D, Additional file 3: Table S2). Some of these features (m/z 163.123, 132.082, 163.039) were previously annotated as molecular fragments of metabolites involved in plant defense against herbivores in *N. attenuata*[47,72]. However, identification and annotation of the remaining features remain as significant challenge for future experiments. Overall, our metabolomic analysis demonstrates the importance of MYC2 in the regulation of plant's metabolome and when these metabolomic features are annotated, it will be possible to precisely map the regulatory role of MYC2 on plant defense and developmental responses.

**Figure 10:**
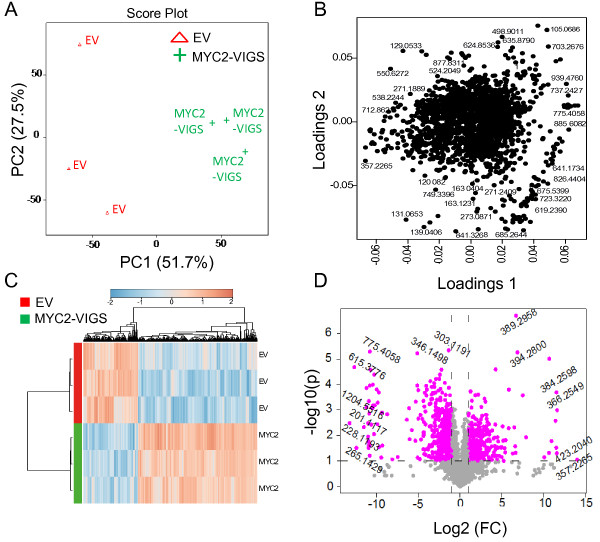
**Broadly targeted metabolomic analysis of herbivore-induced EV and MYC2-VIGS plants.** Leaves (*n*=3) were collected from caterpillar-attacked (4 d) EV and MYC2-VIGS plants and used for untargeted metabolomic analysis with an HPLC-TOF-MS. Raw data were pre-processed by XCMS and CAMERA packages and a PCA plot (**A**) was generated based on the molecular features that differed significantly (fold change > 2, P < 0.05) among the indicated genotypes. Principal component 1 (PC 1) explains 51.7% of the variance while PC 2 explains 27.5%. The contribution of the molecular features to the PCA clusters is shown by the loading plot (**B**) while the volcano plot (**D**) depicts important features with a fold change and *t*-test threshold of 2 and 0.1, respectively. (**C**) A heat map depicts the expression of regulated molecular features in EV and MYC2-silenced plants.

## Conclusions

In many plant species, attack from herbivores elicits a cascade of complex transcriptional and metabolic responses that improve plant defense. The effectiveness of plant defense depends on the efficiency by which the timing and duration of responses are regulated. In this study, we identified a MYC2 TF in *N. attenuata* and characterized its regulatory role using transcriptomic and metabolomic approaches. Transcriptionally, we showed that the expressions of many genes, including transcription factors, involved in plant development or defense responses were affected when MYC2 was silenced in *N. attenuata*. This was supported by the metabolomic data which identified a large number of differentially regulated molecular features following the silencing. Most importantly, as was previously reported in *N. tabacum* and *N. benthamiana*, we showed that NaMYC2 regulates the *in planta* accumulation of nicotine in *N. attenuata* leaves. The fact that MYC2 did not strongly affect the accumulation of other JA-dependent metabolites, HGL-DTGs and proteinase inhibitors, suggests that another MYC TF is likely involved in the process.

Despite the considerable conservation of the basic components of plant defense responses among different plant species, substantial variations exist in the responses outcomes which highlights between-species differences in downstream regulatory fine-tuning [31,73]. For example, in contrast to the considerable similarity among members of the genus *Nicotiana* in the regulation of nicotine biosynthesis by MYC2 [52,58,59] (Figure 1), silencing MYC2 in *N. attenuata* did not have the exact same effects as reported in *A. thaliana*; we did not observe a role of MYC2 either in a positive feedback loop activating JA biosynthesis or in a negative feedback involving suppression of the jasmonate response through the activation of JAZ repressors [11,74].

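Of the 18 array probes named after JAZ repressors, 11 were well above background on all 6 arrays 1 h after WOS, and 4 on none. In MYC2-VIGS 7 of the 11 were lower and 4 higher, with a median log2 fold change of -0.23 and a range from -0.45 to 0.17. That median rested largely on 1 array, being -0.0411 without MYC2-VIGS replicate 1, and was -0.0182 with arrayWeights. No JAZ probe had an unadjusted p under 0.05 in limma; the smallest among the 11 was 0.108, for Na_454_01883 (TIF9_ARATH), with a log2 fold change of -0.39 and an adjusted p of 0.896.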

In addition, not all JA-dependent defense metabolites (e.g. HGL-DTGs) were regulated by MYC2 in *N. attenuata*. In fact, when compared against the diversity of defense metabolites in *N. attenuata*, the regulatory function of MYC2 is quite limited. This rather limited role suggests that other members of the bHLH family of transcription factors might be involved in the regulation of defense responses not regulated by MYC2. The recent identification of additional MYC2 TFs in *A. thaliana*[36,37], *N. tabacum*[52,58] and *N. benthamiana*[59] with overlapping or distinct functions support this conjecture.

Indeed, we found an additional MYC2-like gene (KC906192) in diploid *N. attenuata* showing a 72.3% protein sequence identity with NaMYC2. In the phylogenetic analysis, MYC2-like protein clustered separately from the MYC2 clade of Solanaceae species, including *N. tabacum* MYC2a and MYC2b. When we briefly examined the function of *MYC2-like* gene in *N. attenuata*, interestingly, increased defense responses in MYC2-like-VIGS plants were observed (data not shown). This was in a strong contrast to silencing the NaMYC2 (and *N. benthamiana* genes *bHLH1*and *bHLH2*; [59]) but in agreement with the VIGS–induced silencing of the *N. benthamiana* bHLH3 (a gene fragment not included in phylogenetic tree shown in Figure 1), which increased the nicotine content in the VIGS-silenced *N. benthamiana* plants after foliar application of MeJA [59]. Therefore, some of the MYC2-like genes may work as repressors of JA-induced responses, contributing to a fine-tuning of defense against herbivores, possibly by competing for promoter binding sites with the activator-type MYC2 genes. As previously demonstrated for the transient character of JA-Ile accumulation [62,75], tight control of JA signaling is likely to be essential for plant responses to multiple biotic stresses in the environment. Identification and characterization of additional MYC2 TFs in *N. attenuata* and other plant species is likely to provide a more complete mechanistic picture of JA-regulated defense responses.

Considering the high degree of conservation in the binding site of MYC2 TFs in different species [29,31], we believe future research in determining the binding sites of these TFs will be critical to understanding their function. When these binding sites are identified, additional MYC2-dependent genes or other transcription factors that respond to herbivory, disease, environmental stress or development can be more readily identified. It would be interesting to identify the interacting partners of MYC2 TFs in *N*. *attenuata* and characterize the mechanisms of interaction to understand how the signaling components evolved. In *A. thaliana*, transcriptional regulation by MYC2 requires interactions with important regulatory elements including members of the mediator complex proteins (e.g. MED25), chromatin-opening proteins like General Control Non-repressible 5 (GCN5), members of the histone acetyl transferase family and SPLAYED (SYD) [35,76,77]. Identification and characterization of homologues of these components in *N. attenuata* might test the generality of the signaling processes across different plant families.

## Methods

### Plant growth and treatments

*N. attenuata* seeds that were collected from its native habitat in Great Basin desert, Utah (USA) and inbred for 31 generations were used for the experiments. Seed germination and plant growth conditions were described in Krügel et al. [78]. To experimentally simulate herbivory, we wounded fully expanded leaves of EV and MYC2-VIGS (*n*=5) *N. attenuata* plants with a serrated fabric pattern wheel and the wounds were treated with 20 μL of diluted (1:5, v/v in water) *M. sexta* oral secretions (WOS), while controls were collected from untreated plants. To evaluate performance of the specialist herbivore (*M. sexta*) on transformed plants, freshly hatched neonates were fed on EV and transformed plants (*n* = 20) and their masses were measured every 4 d.

### Virus Induced Gene Silencing (VIGS)

Virus Induced Gene Silencing (VIGS) system, described in Saedler and Baldwin [56], was used to transiently silence MYC2 transcription factor. Briefly, we amplified ~250 bp fragment of the *N. attenuata MYC2* using specific primers (Additional file 4: Table S3), cloned them into the P^TV00^ vector. We verified the clone by sequencing and transformed GV3101 strain of *Agrobacterium tumefaciens* with either untransformed plasmid (P^TV00^, control) or plasmids harboring the inserts (p^TV-MYC2^) and incubated them at 26°C for two days. On the day of infiltration, overnight cultures of all constructs and p^BINTRA^ and p^TVPDS^ were inoculated into YEP media containing antibiotics (Kanamycin 50 mg/L) and incubated (28°C) for 5 h. When the cultures attained an OD of 0.6 to 0.8, we centrifuged them (1,125*g*, 4°C for 5 min), resuspended the pellets in an equimolar mix (5 mM) of MgCl_2_ and MES and prepared a 1:1 mix of each construct with the helper strain p^BINTRA^. Using 1 mL syringes, we infiltrated the suspension into five leaves of 25 d old *N. attenuata* plants, covered them with plastic and left them in a dark chamber for 2 d. The plants were kept in the growth chamber under 16 h/day, 8 h/night light regime at 22°C. We monitored the spread of silencing using control plants infiltrated with the p^TVPDS^ construct which induced leaf bleaching, while the efficiency of silencing was determined by measuring transcript abundances using qRT-PCR.

### Microarray analysis

We treated fully elongated leaves of EV and MYC2-VIGS plants (*n* = 3) with WOS for 1h, collected and ground the leaves in liquid nitrogen and extracted RNA for the microarray analysis as described in Gillardoni et al. [79]. After hybridization and array processing, we normalized (with the 75^th^ percentile of the respective columns) and log_2_-transformed the raw expression values obtained from the "gProcessedSignal" column and processed them using Significance of Microarrays (SAM; http://www-stat.stanford.edu/~tibs/SAM/) package on Excel (Microsoft). For the analysis, we set the minimum fold change, delta and median FDR (%) values to 2, 0.69 and 15.8 (%) respectively. 

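SAM was run as a two-class unpaired comparison over all 20 relabellings of the 6 arrays, on the 43488 probes with an unmarked spot on every array. With a delta of 0.69 its median FDR was 16.7%, computed before the minimum fold change of 2 was applied to the calls. Its exchangeability constant s0 was 0.190, at the 20th percentile of the probes' standard errors, and the estimated share of unchanged probes was 0.965. Taking the fold change from the means of linear values in place of log2 values gave the same number of calls.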

Genes that differed significantly in comparison to EV plants were annotated using Blast2Go [80] and grouped according to TAIR classification. The microarray data was deposited in GEO under the accession number GSE45608.

### Transcript abundance measurement

We extracted total RNA from frozen leaf material of untreated or WOS-treated EV and MYC2-VIGS plants (*n* = 5) using TRIzol reagent (Invitrogen) as recommended by the manufacturer. We treated the total RNA with DNAse (RQ1 RNase-Free DNase; Promega) before synthesizing cDNA using oligo (dT)_18_ and Superscript II reverse transcriptase (Invitrogen). Transcript abundances were measured on Mx3005P Multiplex qPCR (Stratagene) with qPCR core kit for SYBR Green I (Eurogentec). Relative transcript abundances were determined by comparing sample fluorescence signals to dilution series of cDNA prepared from the 1 h WOS -treated samples, and examined on the same plate. Signals were then normalized by the average EF-1α transcript abundances determined separately for each sample. The primers used for qRT-PCR are listed in Additional file 4: Table S3. As there is a considerable similarity in protein coding sequences in multiple members in bHLH TF family, it may imply significant functional redundancy of these regulators in biological systems. We therefore carefully designed our primers in the 3’ non-translated end of the gene to amplify and detect specifically the NaMYC2 transcription factor (Additional file 1: Figure S2).

### Phytohormone analyses

Fully-expanded leaves of EV and MYC2-VIGS plants (*n* = 5) were treated with WOS for 1 h or 2 h, collected and ground in liquid nitrogen and stored at −80°C until use. We homogenized about 200 mg powder in 1 mL ethyl acetate (containing 200 ng/mL D_2_-JA and 40 ng/mL D_6_-ABA, D_4_-SA and JA-^13^C_6_-Ile internal standards), centrifuged for 20 min (16,100*g*, 4°C) and transferred the supernatants into new tubes. After re-extracting the pellets with 0.5 mL ethyl acetate and combining the supernatants, we evaporated the ethyl acetate on a vacuum concentrator (Eppendorf) and resuspended the residue in 0.5 mL 70% methanol in water (v/v). Then, we centrifuged the re-suspended samples for 10 min (16,100 g, 4°C) and analyzed the supernatant (10 μL) on Varian 1200L Triple-Quadrupole-LC-MS (Varian) using a ProntoSIL® column (C18; 5 μm, 50 × 2 mm; Bischoff) attached to a precolumn (C18; 4 × 2 mm, Phenomenex). Detail measurement conditions are described in Woldemariam et al. [62].

### Secondary metabolite analysis

To undertake targeted defense secondary metabolite (nicotine, total 17-hydroxygeranyllinalool diterpene glycosides [HGL-DTGs], caffeoylputrescine, dicaffeoylspermidine, chlorogenic acid and rutin) analysis, we treated leaves of EV and MYC2-VIGS (*n* = 5) plants with WOS for 24, 48 or 72 h, collected and ground the samples in liquid nitrogen. Control samples were collected without treatment. About 100 mg powder was extracted and analyzed on HPLC equipped with a photodiode array detector as previously described in Onkokesung et al. [81].

### Untargeted metabolomic analysis

To undertake an unbiased metabolomic analysis, metabolites were extracted from leaves (*n* = 3) of EV and *MYC2* silenced *N. attenuata* plants fed on for 4 d by neonates of *M. sexta* and analyzed on an HPLC 1100 Series system (Agilent, Palo Alto, USA) coupled to a MicroToF mass spectrometer (Bruker Daltonik, Bremen, Germany). The optimized analytic procedures are described in Gaquerel et al. [72]. Briefly, peak picking, peak detection and RT corrections were performed by XCMS (and CAMERA) package using the following parameters: centWave method; ppm = 20; snthresh =10; peakwidth = between 5 and 18 s; minfrac=0.5; minsamp=1; bw=10; mzwid=0.01; sleep=0.001. To fill missing features, we used the FillPeaks function from XCMS. We exported the pre-processed data to Excel, filtered those features with RTs < 60 seconds and m/z < 80 and analyzed the processed data on Metaboanalyst 2.0 following the procedure described before [82].

### Statistical analysis

We used STATVIEW (version 5.0; SAS Institute, Cary, NC, USA) software to perform statistical analyses with alpha level of 0.05 for all statistical tests.

## Competing interests

The authors verify that there are no competing interests.

## Authors’ contributions

MGW (designed experiments; conducted experiments; analyzed data; wrote manuscript); STD (conducted experiments); YO (conducted experiments); EG (designed experiments; analyzed data); ITB (designed experiments; wrote manuscript; provided financial support); IG (designed experiments; wrote manuscript). All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 (A) Nucleotide sequences of *NaMYC2* and *NaMYC2-like* (*MYC2L*) genes. (B) The relative accumulation (mean ± SE) of *MYC2-like* transcripts (*MYC2L*, n=5) was determined before (0 h) and after WOS treatment (1 h, 2 h) in EV (solid line) and MYC2-VIGS (dashed) *N. attenuata* plants by qRT-PCR. **Figure S2**. Alignment of nucleotide sequences of the *N. attenuata* MYC2 and MYC2-like TFs. Sequences were aligned by EMBOSS Stretcher program (http://www.ebi.ac.uk/Tools/psa/) and regions used for silencing of *MYC2* and determination of transcript abundances were highlighted in color. **Figure S3**. (A) Control and WOS-treated leaves (*n* = 5) of EV and MYC2-VIGS plants were collected and used to analyze the accumulation (mean ± SE) of nicotine. (B) to (D): Leaves (*n =* 3) of EV and MYC2-VIGS plants attacked by neonates of *M. sexta* for 4 d were collected, extracted and analyzed for metabolites by HPLC-TOF-MS. The extracted ion chromatographs (EIC) for nicotine (B), anatabine (C) and cotinine (D) were overlaid to compare the regulation of alkaloid biosynthesis by MYC2. **Figure S4**. Secondary metabolite accumulations in EV and MYC2-VIGS plants before (0 h) or 24, 48 and 72 h after WOS treatment. Control and WOS-treated leaves (*n* = 3) of EV and MYC2-VIGS plants were collected and used to analyze the accumulation (mean ± SE) of caffeoylputrescine (A), dicaffeoylspermidine (B), chlorogenic acid (C), rutin (D) and total HGL-DTGs (E) on HPLC-PDA. **Figure S5**. Accumulation of phytohormones in EV and MYC2-VIGS plants. Fully elongated leaves of EV and MYC2-VIGS plants were treated with WOS and harvested after 1, 2, and 3 h, or collected without treatment. The accumulation of JA (A), OH-JA (B), JA-Ile (C), OH-JA-Ile (D), COOH-JA-Ile (E), ABA (F) and SA (G) was measured on LC-MS^3^. Statistically significant differences are indicated by asterisk (P < 0.05). Click here for file

Additional file 2: Table S1 Differentially regulated genes by NaMYC2 transcription factor in *N. attenuata.* Click here for file

Additional file 3: Table S2 Untargeted metabolomic analysis of herbivore induced metabolites of EV and MYC2. Click here for file

Additional file 4: Table S3 List of primers used for the experiments. Click here for file

# Supplementary material for: NaMYC2 transcription factor regulates a subset of plant defense responses in Nicotiana attenuata
**Source:** BMC Plant Biol. 2013 May 1;13:73. doi: 10.1186/1471-2229-13-73
**Supplement:** Additional file 1: Figure S1 — (A) Nucleotide sequences of NaMYC2 and NaMYC2-like (MYC2L) genes. (B) The relative accumulation (mean ± SE) of MYC2-like transcripts (MYC2L, n=5) was determined before (0 h) and after WOS treatment (1 h, 2 h) in EV (solid line) and MYC2-VIGS (dashed) N. attenuata plants by qRT-PCR. Figure S2. Alignment of nucleotide sequences of the N. attenuata MYC2 and MYC2-like TFs. Sequences were aligned by EMBOSS Stretcher program (http://www.ebi.ac.uk/Tools/psa/) and regions used for silencing of MYC2 and determination of transcript abundances were highlighted in color. Figure S3. (A) Control and WOS-treated leaves (n = 5) of EV and MYC2-VIGS plants were collected and used to analyze the accumulation (mean ± SE) of nicotine. (B) to (D): Leaves (n = 3) of EV and MYC2-VIGS plants attacked by neonates of M. sexta for 4 d were collected, extracted and analyzed for metabolites by HPLC-TOF-MS. The extracted ion chromatographs (EIC) for nicotine (B), anatabine (C) and cotinine (D) were overlaid to compare the regulation of alkaloid biosynthesis by MYC2. Figure S4. Secondary metabolite accumulations in EV and MYC2-VIGS plants before (0 h) or 24, 48 and 72 h after WOS treatment. Control and WOS-treated leaves (n = 3) of EV and MYC2-VIGS plants were collected and used to analyze the accumulation (mean ± SE) of caffeoylputrescine (A), dicaffeoylspermidine (B), chlorogenic acid (C), rutin (D) and total HGL-DTGs (E) on HPLC-PDA. Figure S5. Accumulation of phytohormones in EV and MYC2-VIGS plants. Fully elongated leaves of EV and MYC2-VIGS plants were treated with WOS and harvested after 1, 2, and 3 h, or collected without treatment. The accumulation of JA (A), OH-JA (B), JA-Ile (C), OH-JA-Ile (D), COOH-JA-Ile (E), ABA (F) and SA (G) was measured on LC-MS3. Statistically significant differences are indicated by asterisk (P < 0.05).

# Supplemental Figures

**NaMYC2 transcription factor regulates a subset of plant defense responses in *Nicotiana attenuata***

**Woldemariam et al.**

A

&gt;MYC2

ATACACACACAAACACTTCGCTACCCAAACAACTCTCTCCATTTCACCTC  
 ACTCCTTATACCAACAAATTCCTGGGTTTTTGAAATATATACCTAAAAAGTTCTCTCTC  
 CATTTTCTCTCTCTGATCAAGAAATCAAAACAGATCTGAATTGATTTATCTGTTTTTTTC  
 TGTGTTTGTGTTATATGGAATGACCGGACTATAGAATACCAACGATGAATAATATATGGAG  
 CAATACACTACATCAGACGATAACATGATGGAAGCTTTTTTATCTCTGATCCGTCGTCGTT  
 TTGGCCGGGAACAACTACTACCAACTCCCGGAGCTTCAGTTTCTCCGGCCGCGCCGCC  
 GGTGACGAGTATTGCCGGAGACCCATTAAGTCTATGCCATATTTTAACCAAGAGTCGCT  
 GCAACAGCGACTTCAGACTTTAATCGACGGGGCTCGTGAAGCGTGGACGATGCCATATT  
 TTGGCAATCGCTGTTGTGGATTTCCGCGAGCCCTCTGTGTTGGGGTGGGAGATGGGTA  
 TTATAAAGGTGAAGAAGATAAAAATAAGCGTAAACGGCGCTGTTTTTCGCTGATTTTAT  
 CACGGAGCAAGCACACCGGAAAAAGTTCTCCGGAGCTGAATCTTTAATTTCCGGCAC  
 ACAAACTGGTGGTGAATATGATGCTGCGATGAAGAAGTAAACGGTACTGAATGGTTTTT  
 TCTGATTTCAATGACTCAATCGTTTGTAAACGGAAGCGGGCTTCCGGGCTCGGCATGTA  
 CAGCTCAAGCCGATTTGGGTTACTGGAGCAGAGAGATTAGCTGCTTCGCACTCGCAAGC  
 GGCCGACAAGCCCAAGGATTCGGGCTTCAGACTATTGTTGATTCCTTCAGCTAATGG  
 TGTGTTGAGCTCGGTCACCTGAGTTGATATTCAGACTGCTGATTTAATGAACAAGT  
 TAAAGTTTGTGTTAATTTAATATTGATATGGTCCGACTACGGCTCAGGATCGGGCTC  
 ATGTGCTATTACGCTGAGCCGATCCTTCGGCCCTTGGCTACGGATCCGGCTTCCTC  
 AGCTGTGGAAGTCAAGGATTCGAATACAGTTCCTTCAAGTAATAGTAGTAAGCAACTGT  
 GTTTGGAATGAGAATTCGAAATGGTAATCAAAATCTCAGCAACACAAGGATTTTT  
 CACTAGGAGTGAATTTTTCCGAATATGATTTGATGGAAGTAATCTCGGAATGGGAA  
 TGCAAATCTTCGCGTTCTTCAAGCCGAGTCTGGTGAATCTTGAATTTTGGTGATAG  
 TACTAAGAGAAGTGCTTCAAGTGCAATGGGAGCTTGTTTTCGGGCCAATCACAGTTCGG  
 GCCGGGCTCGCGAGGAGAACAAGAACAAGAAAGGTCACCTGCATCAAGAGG  
 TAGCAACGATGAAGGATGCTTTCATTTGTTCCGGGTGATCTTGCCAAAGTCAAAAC  
 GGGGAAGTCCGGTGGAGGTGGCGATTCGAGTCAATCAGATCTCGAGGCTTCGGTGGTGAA  
 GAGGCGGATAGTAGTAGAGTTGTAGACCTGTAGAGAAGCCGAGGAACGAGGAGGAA  
 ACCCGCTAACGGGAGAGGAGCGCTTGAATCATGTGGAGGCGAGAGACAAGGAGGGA  
 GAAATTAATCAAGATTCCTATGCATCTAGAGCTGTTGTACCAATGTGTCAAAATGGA  
 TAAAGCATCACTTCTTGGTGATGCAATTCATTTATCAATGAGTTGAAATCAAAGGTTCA  
 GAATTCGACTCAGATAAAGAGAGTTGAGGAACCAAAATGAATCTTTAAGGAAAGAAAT  
 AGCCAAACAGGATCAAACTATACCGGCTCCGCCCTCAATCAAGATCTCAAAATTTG  
 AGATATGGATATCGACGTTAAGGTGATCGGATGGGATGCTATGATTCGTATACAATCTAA  
 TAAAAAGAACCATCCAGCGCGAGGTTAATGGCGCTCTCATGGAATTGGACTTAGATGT  
 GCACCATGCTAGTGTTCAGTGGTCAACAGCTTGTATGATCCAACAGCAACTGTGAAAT  
 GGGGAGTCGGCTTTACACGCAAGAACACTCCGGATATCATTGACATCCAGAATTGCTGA  
 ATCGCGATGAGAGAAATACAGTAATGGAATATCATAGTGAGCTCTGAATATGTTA  
 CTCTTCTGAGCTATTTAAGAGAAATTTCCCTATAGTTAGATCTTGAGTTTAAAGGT  
 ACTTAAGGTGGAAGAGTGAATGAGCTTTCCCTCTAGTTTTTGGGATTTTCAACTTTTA  
 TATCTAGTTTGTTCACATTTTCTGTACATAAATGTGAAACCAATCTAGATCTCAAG  
 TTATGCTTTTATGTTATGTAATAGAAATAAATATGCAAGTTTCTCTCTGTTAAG  
 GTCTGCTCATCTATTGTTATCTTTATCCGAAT

&gt;MYC2L

ATCTTCTACCTTCGGCTACCTTCTCTCTCC  
 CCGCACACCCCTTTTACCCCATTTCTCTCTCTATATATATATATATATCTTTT  
 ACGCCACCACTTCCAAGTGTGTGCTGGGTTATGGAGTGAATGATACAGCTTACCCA  
 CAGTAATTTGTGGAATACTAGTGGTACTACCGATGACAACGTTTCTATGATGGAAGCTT  
 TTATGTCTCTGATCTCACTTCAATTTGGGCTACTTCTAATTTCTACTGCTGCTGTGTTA  
 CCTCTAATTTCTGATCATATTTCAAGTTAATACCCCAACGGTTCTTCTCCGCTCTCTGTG  
 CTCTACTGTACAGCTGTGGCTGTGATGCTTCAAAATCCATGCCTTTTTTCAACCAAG  
 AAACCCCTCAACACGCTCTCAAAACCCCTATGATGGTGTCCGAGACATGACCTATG  
 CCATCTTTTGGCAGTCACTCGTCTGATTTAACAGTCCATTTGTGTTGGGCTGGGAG  
 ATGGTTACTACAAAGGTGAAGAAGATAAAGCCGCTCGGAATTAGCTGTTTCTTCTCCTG  
 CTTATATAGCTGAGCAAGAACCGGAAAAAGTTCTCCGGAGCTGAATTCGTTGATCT  
 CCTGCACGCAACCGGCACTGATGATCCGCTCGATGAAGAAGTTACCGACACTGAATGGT  
 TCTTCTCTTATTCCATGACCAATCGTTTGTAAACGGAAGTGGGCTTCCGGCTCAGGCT  
 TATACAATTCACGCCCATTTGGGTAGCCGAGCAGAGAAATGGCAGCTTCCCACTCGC  
 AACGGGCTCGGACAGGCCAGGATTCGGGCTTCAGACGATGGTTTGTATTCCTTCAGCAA  
 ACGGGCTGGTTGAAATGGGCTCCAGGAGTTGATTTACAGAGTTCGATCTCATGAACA  
 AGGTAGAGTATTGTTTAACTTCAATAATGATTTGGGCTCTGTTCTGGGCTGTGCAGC  
 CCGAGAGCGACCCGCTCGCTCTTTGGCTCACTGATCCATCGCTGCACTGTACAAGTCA  
 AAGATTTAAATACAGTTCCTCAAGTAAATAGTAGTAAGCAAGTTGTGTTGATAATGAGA  
 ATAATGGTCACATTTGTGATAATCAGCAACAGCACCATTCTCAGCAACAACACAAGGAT  
 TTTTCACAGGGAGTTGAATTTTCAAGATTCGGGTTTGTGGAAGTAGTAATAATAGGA  
 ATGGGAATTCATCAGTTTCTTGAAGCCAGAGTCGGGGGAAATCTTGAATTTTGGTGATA  
 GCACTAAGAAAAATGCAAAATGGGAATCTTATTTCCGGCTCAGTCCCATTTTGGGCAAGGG  
 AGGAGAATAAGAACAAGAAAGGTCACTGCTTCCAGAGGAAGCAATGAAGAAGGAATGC  
 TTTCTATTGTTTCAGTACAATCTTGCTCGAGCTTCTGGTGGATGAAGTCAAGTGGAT  
 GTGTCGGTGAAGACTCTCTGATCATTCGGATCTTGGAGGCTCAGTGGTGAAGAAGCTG  
 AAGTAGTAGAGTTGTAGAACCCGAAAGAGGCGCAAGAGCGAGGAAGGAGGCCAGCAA  
 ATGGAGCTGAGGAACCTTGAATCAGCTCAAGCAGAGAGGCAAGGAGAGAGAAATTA  
 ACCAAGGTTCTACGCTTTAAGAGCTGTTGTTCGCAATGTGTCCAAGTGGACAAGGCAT  
 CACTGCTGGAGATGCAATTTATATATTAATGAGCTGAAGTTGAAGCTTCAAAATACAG  
 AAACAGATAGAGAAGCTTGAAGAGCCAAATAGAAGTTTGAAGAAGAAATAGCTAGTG  
 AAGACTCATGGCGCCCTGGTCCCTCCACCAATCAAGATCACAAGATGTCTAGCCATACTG  
 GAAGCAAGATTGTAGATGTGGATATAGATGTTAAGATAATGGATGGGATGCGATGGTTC  
 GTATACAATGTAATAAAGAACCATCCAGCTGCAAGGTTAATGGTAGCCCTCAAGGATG  
 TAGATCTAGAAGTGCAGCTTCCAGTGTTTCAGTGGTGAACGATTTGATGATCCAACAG  
 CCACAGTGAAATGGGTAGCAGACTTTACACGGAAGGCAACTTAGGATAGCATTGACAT  
 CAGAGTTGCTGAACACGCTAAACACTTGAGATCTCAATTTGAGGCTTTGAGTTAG  
 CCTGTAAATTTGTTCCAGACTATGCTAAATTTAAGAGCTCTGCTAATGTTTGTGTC  
 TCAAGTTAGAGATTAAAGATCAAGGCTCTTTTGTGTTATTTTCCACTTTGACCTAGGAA  
 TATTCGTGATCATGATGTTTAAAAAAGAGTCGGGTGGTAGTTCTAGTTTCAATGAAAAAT  
 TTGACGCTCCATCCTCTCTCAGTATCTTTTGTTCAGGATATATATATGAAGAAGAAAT  
 TGATGGTTGGT

B

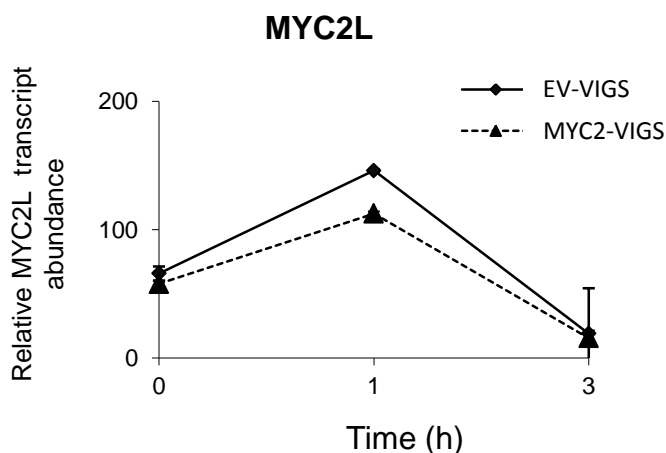

**Figure S1. Nucleotide sequences and transcript abundances of MYC2-like transcription factor in MYC2-VIGS silenced *N. attenuata* plants.** (A) Nucleotide sequences of MYC2 and MYC2-like (MYC2L) genes in *N. attenuata*. (B) Transcript accumulation of NaMYC2 transcription factors was suppressed by Virus Induced Gene Silencing (VIGS; Fig. 2C) and the relative mean  $\pm$  SE accumulation of MYC2-like transcripts (MYC2L, n=5) were determined before (0 h) and after WOS treatment (1 h, 2 h) in EV (solid line) and MYC2-VIGS (dashed) plants by qRT-PCR. GenBank Accession numbers: NaMYC2 (KC832837); NaMYC2-like (KC906192).

|       |  |                                                                                                                |     |
|-------|--|----------------------------------------------------------------------------------------------------------------|-----|
| MYC2  |  | 1 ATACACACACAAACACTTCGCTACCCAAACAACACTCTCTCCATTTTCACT<br>   . . .  .    . . . . . . .  .  .  .  .  .           | 50  |
| MYC2L |  | 1 AT-CTTTCT---ACCTTCGGCTACCTT-----CTCTCTCCGCCG-CACA                                                            | 39  |
| MYC2  |  | 51 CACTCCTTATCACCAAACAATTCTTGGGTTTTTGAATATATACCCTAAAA<br> .       .       .    .  .  .  .  .  .  .  .  .       | 100 |
| MYC2L |  | 40 CCCTC-TTTTCAC----CCATTATTCTCTCTCTCTATATATA-----                                                             | 76  |
| MYC2  |  | 101 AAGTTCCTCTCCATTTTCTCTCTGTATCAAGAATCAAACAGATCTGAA<br> .    .  .  .  .  .    .    .  .  .  .  .  .           | 150 |
| MYC2L |  | 77 -----TATCTATATATCTTTCACG---CCACCAC TTCC-AA                                                                  | 108 |
| MYC2  |  | 151 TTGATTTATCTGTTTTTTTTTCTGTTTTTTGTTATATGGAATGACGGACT<br>.     .  .  .  .  .  .  .  .  .  .  .  .  .          | 200 |
| MYC2L |  | 109 CTG-----TTTGTGCTGGGTT-----TATGGACTGACTGATT                                                                 | 140 |
| MYC2  |  | 201 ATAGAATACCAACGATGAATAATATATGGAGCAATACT---ACATCAGAC<br> .    .  .    .  .  .  .  .  .  .  .  .  .  .  .     | 247 |
| MYC2L |  | 141 ACAGCTTACCCACCATGAAT---TTGTGGAATACTAGTGGTACTACCGAT                                                         | 187 |
| MYC2  |  | 248 GATAAC-----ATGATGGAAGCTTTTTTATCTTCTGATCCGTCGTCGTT<br>  .      .  .  .  .  .  .  .  .  .  .  .  .  .        | 291 |
| MYC2L |  | 188 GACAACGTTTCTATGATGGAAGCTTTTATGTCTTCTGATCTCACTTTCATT                                                        | 237 |
| MYC2  |  | 292 TTGGCCCGGAACAAC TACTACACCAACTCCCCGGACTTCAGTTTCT----                                                        | 337 |
| MYC2L |  | 238 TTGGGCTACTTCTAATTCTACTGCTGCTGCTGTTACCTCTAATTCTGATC                                                         | 287 |
| MYC2  |  | 338 -----CCGG-----CGCCGCCG-----CCG-----                                                                        | 352 |
| MYC2L |  | 288 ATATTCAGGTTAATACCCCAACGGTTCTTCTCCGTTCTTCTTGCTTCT                                                           | 337 |
| MYC2  |  | 353 ---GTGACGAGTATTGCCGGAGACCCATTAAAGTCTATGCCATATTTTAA<br>  .  .  .  .  .  .  .  .  .  .  .  .  .  .  .        | 399 |
| MYC2L |  | 338 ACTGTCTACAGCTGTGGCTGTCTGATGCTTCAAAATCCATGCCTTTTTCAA                                                        | 387 |
| MYC2  |  | 400 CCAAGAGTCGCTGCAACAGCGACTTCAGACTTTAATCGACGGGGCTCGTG<br>     .  .  .  .  .  .  .  .  .  .  .  .  .  .        | 449 |
| MYC2L |  | 388 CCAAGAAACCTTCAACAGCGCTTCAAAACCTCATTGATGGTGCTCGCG                                                           | 437 |
| MYC2  |  | 450 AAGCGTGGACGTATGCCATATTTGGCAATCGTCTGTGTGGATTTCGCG<br> .  .  .    .  .    .  .  .  .  .  .  .  .  .  .       | 499 |
| MYC2L |  | 438 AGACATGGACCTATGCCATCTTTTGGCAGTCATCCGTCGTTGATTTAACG                                                         | 487 |
| MYC2  |  | 500 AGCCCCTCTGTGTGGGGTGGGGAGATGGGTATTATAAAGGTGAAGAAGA<br>  .  .  .  .  .  .  .  .  .  .  .  .  .  .  .         | 549 |
| MYC2L |  | 488 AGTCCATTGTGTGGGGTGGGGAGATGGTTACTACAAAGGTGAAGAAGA                                                           | 537 |
| MYC2  |  | 550 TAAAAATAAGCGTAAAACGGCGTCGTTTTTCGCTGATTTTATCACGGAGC<br>    . ....  .  .  .  .  .  .  .  .  .  .  .  .  .    | 599 |
| MYC2L |  | 538 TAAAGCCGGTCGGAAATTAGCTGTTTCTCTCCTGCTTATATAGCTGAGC                                                          | 587 |
| MYC2  |  | 600 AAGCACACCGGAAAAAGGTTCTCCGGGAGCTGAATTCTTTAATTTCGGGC<br>   .    .    .    .    .    .    .    .    .    .  . | 649 |
| MYC2L |  | 588 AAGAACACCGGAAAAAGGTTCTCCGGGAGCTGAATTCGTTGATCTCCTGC                                                         | 637 |
| MYC2  |  | 650 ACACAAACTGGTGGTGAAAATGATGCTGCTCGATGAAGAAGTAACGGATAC<br>  .    .  .  .  .  .  .  .  .  .  .  .  .  .  .     | 699 |
| MYC2L |  | 638 ACGCAAACGGGCACTG---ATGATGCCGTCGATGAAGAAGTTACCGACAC                                                         | 687 |

|       |      |                                                                                                        |      |
|-------|------|--------------------------------------------------------------------------------------------------------|------|
| MYC2  | 700  | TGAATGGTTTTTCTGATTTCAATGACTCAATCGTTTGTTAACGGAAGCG<br>       .   .     .     .     .     .     .        | 749  |
| MYC2L | 685  | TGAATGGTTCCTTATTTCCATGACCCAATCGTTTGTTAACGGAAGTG                                                        | 734  |
| MYC2  | 750  | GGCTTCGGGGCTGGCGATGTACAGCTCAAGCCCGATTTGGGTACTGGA<br>       .   .   .     .   .     .     .     .       | 799  |
| MYC2L | 735  | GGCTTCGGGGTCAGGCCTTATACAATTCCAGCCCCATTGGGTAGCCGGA                                                      | 784  |
| MYC2  | 800  | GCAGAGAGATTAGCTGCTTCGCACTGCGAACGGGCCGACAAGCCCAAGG<br>       .   .   .     .     .     .     .     .    | 849  |
| MYC2L | 785  | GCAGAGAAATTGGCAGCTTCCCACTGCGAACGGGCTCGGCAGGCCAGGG                                                      | 834  |
| MYC2  | 850  | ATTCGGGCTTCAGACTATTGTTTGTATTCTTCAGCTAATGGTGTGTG<br>       .     .   .     .     .     .     .     .    | 899  |
| MYC2L | 835  | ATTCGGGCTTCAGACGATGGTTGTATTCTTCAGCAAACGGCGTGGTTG                                                       | 884  |
| MYC2  | 900  | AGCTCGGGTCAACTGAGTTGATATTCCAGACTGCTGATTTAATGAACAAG<br> ...   .   .   .       .   .     .   .     .     | 949  |
| MYC2L | 885  | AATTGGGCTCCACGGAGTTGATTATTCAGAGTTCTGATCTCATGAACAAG                                                     | 934  |
| MYC2  | 950  | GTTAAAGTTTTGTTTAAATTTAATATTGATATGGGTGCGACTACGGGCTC<br>     .     .       .   .     .     .             | 999  |
| MYC2L | 935  | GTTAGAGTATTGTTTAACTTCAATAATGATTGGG-----CTC                                                             | 972  |
| MYC2  | 1000 | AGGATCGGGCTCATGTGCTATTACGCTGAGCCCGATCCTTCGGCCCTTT<br> .   .                                            | 1049 |
| MYC2L | 973  | TGGTTCG-----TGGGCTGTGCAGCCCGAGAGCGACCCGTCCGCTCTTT                                                      | 1016 |
| MYC2  | 1050 | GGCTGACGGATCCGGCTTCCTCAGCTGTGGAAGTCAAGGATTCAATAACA<br>     .   .     .   .   .       .   .     .     . | 1099 |
| MYC2L | 1017 | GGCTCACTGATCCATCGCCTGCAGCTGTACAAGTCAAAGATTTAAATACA                                                     | 1066 |
| MYC2  | 1100 | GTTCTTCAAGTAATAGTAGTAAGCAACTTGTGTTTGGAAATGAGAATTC<br>     .     .     .     .     .     .     .     .  | 1149 |
| MYC2L | 1067 | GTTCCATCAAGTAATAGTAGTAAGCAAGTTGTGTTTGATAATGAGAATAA                                                     | 1116 |
| MYC2  | 1150 | CGAAAA-----TGGTAATCA--AA-----ATTCTCAGCAA---ACAC<br> .   .                                              | 1181 |
| MYC2L | 1117 | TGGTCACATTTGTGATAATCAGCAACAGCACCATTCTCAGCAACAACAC                                                      | 1166 |
| MYC2  | 1182 | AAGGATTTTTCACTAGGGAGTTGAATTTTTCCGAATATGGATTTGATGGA<br>       .     .     .     .     .     .     .     | 1231 |
| MYC2L | 1167 | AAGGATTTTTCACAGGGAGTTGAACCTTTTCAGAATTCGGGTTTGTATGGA                                                    | 1216 |
| MYC2  | 1232 | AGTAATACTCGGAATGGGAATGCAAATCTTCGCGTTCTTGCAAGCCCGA<br>     .   .                                        | 1281 |
| MYC2L | 1217 | AGTAGTAAT---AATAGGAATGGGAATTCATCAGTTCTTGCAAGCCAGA                                                      | 1263 |
| MYC2  | 1282 | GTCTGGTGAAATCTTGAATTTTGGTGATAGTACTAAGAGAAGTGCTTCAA<br>   .   .     .     .     .     .     .     .     | 1331 |
| MYC2L | 1264 | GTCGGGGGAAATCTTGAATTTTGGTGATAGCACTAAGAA-----AA                                                         | 1304 |
| MYC2  | 1332 | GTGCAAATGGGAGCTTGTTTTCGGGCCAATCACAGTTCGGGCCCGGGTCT<br>       .     .     .     .     .     .     .     | 1381 |
| MYC2L | 1305 | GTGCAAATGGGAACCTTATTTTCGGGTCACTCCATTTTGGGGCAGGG---                                                     | 1351 |
| MYC2  | 1382 | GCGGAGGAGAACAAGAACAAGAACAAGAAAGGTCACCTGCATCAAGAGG<br>       .                                          | 1431 |
| MYC2L | 1352 | ---GAGGAGAATAAGAACAA-----GAAAAGGTCACCTGCTTCCAGAGG                                                      | 1392 |

|       |      |                                                            |      |
|-------|------|------------------------------------------------------------|------|
| MYC2  | 1432 | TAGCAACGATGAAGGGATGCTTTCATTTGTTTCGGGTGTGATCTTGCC--         | 1479 |
|       |      | .     .   .     .     .....                                |      |
| MYC2L | 1393 | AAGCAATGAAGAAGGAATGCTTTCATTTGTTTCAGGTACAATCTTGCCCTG        | 1442 |
| MYC2  | 1480 | -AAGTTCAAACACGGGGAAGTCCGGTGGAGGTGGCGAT-----TCG             | 1519 |
|       |      | ... ..... ... ... ... ... ...                              |      |
| MYC2L | 1443 | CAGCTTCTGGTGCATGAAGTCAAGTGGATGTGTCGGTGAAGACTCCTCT          | 1492 |
| MYC2  | 1520 | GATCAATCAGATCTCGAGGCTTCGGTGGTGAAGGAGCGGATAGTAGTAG          | 1569 |
|       |      | .   .     .     .   .     ... ... ...                      |      |
| MYC2L | 1493 | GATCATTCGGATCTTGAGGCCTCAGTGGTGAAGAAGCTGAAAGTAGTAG          | 1542 |
| MYC2  | 1570 | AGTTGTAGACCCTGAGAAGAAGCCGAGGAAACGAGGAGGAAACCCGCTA          | 1619 |
|       |      | .   .   .   .   .   .   .   .   .                          |      |
| MYC2L | 1543 | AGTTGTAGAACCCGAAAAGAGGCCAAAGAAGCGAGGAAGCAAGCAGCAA          | 1592 |
| MYC2  | 1620 | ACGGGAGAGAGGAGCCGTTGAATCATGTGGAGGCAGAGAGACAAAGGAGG         | 1669 |
|       |      | ... .     .   .       .   .   .       .       .            |      |
| MYC2L | 1593 | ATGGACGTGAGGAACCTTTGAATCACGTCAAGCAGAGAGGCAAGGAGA           | 1642 |
| MYC2  | 1670 | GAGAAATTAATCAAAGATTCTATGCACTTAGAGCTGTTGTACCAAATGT          | 1719 |
|       |      | .     .     .   .   .       .   .                          |      |
| MYC2L | 1643 | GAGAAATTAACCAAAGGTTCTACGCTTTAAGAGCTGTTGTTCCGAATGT          | 1692 |
| MYC2  | 1720 | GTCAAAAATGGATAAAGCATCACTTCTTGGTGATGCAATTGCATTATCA          | 1769 |
|       |      | .   .     .   .       .     .       .   .   .              |      |
| MYC2L | 1693 | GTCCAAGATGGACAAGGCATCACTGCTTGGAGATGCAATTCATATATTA          | 1742 |
| MYC2  | 1770 | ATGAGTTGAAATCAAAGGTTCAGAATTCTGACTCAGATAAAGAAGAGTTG         | 1819 |
|       |      | .     .   .     .     .   .   .       .       .            |      |
| MYC2L | 1743 | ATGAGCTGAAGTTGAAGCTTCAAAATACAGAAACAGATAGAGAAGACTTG         | 1792 |
| MYC2  | 1820 | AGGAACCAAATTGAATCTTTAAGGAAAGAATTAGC <u>CAACAAGGGATCAAA</u> | 1869 |
|       |      | ... ... ... ... ... ... ... ... ... ... ... ...            |      |
| MYC2L | 1793 | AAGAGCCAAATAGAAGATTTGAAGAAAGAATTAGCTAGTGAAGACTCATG         | 1842 |
| MYC2  | 1870 | <u>CTATACCG</u> GTCTCCACCG--TCAA-ATCA--AGATCTC-----        | 1903 |
|       |      | ..... ... ... ... ... ... ... ... ... ... ...              |      |
| MYC2L | 1843 | GCGCCCTGGTCTCCACCAAATCAAGATCA <u>CAAGATGTCTAGCCATACTG</u>  | 1892 |
| MYC2  | 1904 | -----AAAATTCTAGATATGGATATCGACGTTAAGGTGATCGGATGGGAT         | 1948 |
|       |      | .    .     .       .   .       .   .                       |      |
| MYC2L | 1893 | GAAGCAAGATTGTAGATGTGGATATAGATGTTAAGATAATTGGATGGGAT         | 1942 |
| MYC2  | 1949 | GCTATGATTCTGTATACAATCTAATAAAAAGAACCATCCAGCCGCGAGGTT        | 1998 |
|       |      | .    .       ... ... ... ... ... ... ... ...               |      |
| MYC2L | 1943 | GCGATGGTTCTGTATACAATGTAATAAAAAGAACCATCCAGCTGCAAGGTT        | 1992 |
| MYC2  | 1999 | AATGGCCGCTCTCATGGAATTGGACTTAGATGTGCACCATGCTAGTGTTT         | 2048 |
|       |      | ...   .     .   .   .   .   .       ... ...                |      |
| MYC2L | 1993 | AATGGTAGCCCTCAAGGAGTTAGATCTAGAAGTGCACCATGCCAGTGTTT         | 2042 |
| MYC2  | 2049 | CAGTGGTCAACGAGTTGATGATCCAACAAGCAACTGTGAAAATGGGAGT          | 2098 |
|       |      | .     .       ... ... ... ... ... ... ...                  |      |
| MYC2L | 2043 | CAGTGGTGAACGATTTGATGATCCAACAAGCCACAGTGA AAAATGGGTAGC       | 2092 |
| MYC2  | 2099 | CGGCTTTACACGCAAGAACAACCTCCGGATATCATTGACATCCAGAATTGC        | 2148 |
|       |      | . ... ... ... ... ... ... ... ... ... ... ...              |      |
| MYC2L | 2093 | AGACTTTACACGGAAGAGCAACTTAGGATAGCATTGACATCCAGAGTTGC         | 2142 |

|       |      |                                                            |      |
|-------|------|------------------------------------------------------------|------|
| MYC2  | 2149 | TGAATCGCGA <b>TGAAGAGAAAT-ACAG-TAAATGGAAATTATCATAGTGAG</b> | 2196 |
|       |      | . . . . . . . . . . . . . . . . . . . . .                  |      |
| MYC2L | 2143 | TGAAACACGCTAAAAACACTT <b>GAGATCTCAATTGTAGG</b> CTTTGAGTTAG | 2192 |
| MYC2  | 2197 | <b>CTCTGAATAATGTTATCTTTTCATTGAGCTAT-TTTAAGAGAATTTCTCCT</b> | 2245 |
|       |      | . . . . . . . . . . . . . . . . . . . . .                  |      |
| MYC2L | 2193 | CCTTGTAATTTGTTCCAG-ACTATGCTAAATTTAAGAGC-TCTGTCTA           | 2240 |
| MYC2  | 2246 | <b>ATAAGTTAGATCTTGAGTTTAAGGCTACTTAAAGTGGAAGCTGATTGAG</b>   | 2295 |
|       |      | . . . . . . . . . . . . . . . .                            |      |
| MYC2L | 2241 | AT-----GTTTTGTGTCATCAAG-----TTAGAGATTAA----GATCAAG         | 2275 |
| MYC2  | 2296 | <b>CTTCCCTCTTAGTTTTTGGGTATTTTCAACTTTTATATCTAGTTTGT</b>     | 2345 |
|       |      | .  . . .   . . . . . . . . . . . .                         |      |
| MYC2L | 2276 | G---CTCTT---TTTGTGTTATTTTCCACTTGTA--CCTAGGA-----           | 2311 |
| MYC2  | 2346 | <b>TCCACATTTTC-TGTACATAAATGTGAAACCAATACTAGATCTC</b> AAGTTA | 2394 |
|       |      | . . .   . . . . . . . . . . . . . . .                      |      |
| MYC2L | 2312 | -----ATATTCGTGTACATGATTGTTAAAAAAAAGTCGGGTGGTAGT--          | 2354 |
| MYC2  | 2395 | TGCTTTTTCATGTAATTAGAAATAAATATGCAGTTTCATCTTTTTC             | 2444 |
|       |      | . . . . . . . .   . . . . . . . . .                        |      |
| MYC2L | 2355 | -----TCTAGTTCATGTAA-----AAATTTGCAGCTCCATCCTCTCC            | 2391 |
| MYC2  | 2445 | TGT--TAAGGTCTGCTCC----ATCTATTTGTATTCTTTATCCAGAATA-         | 2487 |
|       |      | ..   ... . . . .   . . . . . . . . .                       |      |
| MYC2L | 2392 | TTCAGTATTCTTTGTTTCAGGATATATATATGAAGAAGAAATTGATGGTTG        | 2441 |
| MYC2  | 2488 | -- 2487                                                    |      |
| MYC2L | 2442 | GT 2443                                                    |      |

**Red highlighted sequence** was used for MYC2 silencing by VIGS

MYC2 primer pair is **underlined in bold blue**

MYC2L primer pair is **underlined in bold green**

**Figure S2. Nucleotide alignment of MYC2 (KC832837) and MYC2-Like (MYC2L; KC906192) transcription factors from *N. attenuata* plants.** The nucleotide sequences were aligned by EMBOSS Stretcher program (<http://www.ebi.ac.uk/Tools/psa/>). Sequence regions used for silencing of *MYC2* gene in MYC2-VIGS plants and qRT-PCR determination of transcript abundances were highlighted in color.]

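The array probe for MYC2, Na_454_00400, has the sequence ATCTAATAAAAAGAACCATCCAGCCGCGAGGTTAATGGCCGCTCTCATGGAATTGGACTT. All of its 60 bases match the MYC2 sequence of the alignment without a gap, between the primers of the MYC2 pair used for qRT-PCR. The longest unbroken stretch it shares with MYC2-like is 21 bases. Identity over the whole probe was not counted, so some hybridization of MYC2-like transcripts stays open.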

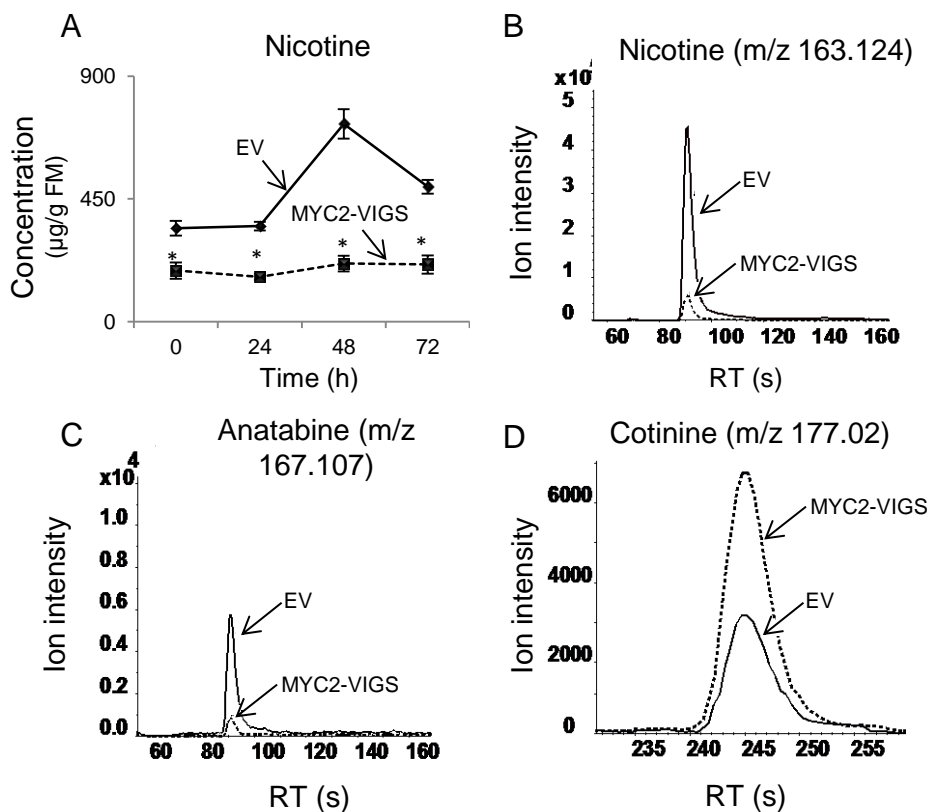

**Figure S3. Targeted and untargeted analysis of nicotine and related alkaloids in EV and MYC2-VIGS plants.** (A) Control and WOS-treated leaves ( $n = 5$ ) of EV and MYC2-VIGS plants were collected and used to analyze the accumulation (mean  $\pm$  SE) of nicotine. Statistically significant differences are indicated by asterisk. (B) to (D). Leaves ( $n = 3$ ) of EV and MYC2-VIGS plants that were attacked by neonates of *M. sexta* for 4 d were collected to extract metabolites which were subsequently analyzed by HPLC-TOF-MS. The extracted ion chromatographs (EIC) for nicotine (B), anatabine (C) and cotinine (D) were overlaid to compare the regulation of alkaloid biosynthesis by MYC2.

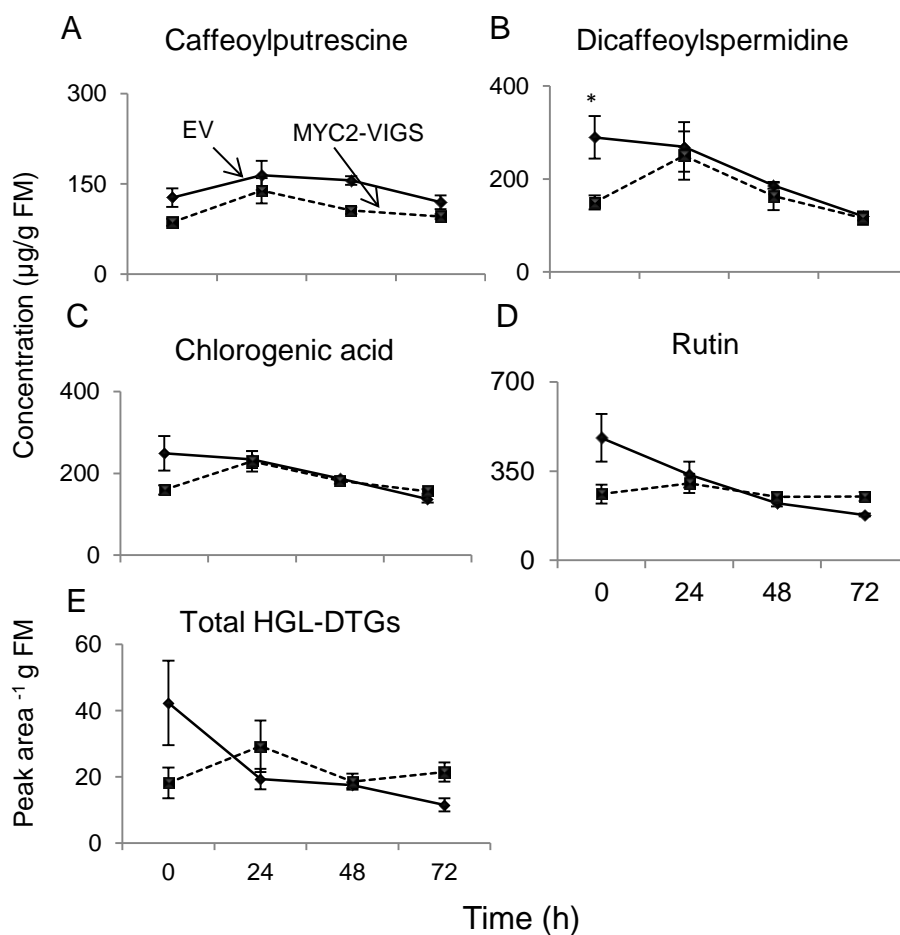

**Figure S4. Secondary metabolites accumulation in EV and MYC2-VIGS plants before (0 h) or 24 , 48 and 72 h after WOS treatment.** Control and WOS-treated leaves ( $n = 3$ ) of EV and MYC2-VIGS plants were collected and used to analyze the accumulation (mean  $\pm$  SE) of caffeoylputrescine (A), dicaFFEoylspermidine (B), chlorogenic acid (C), rutin (D) and total HGL-DTGs (E) on HPLC-PDA.

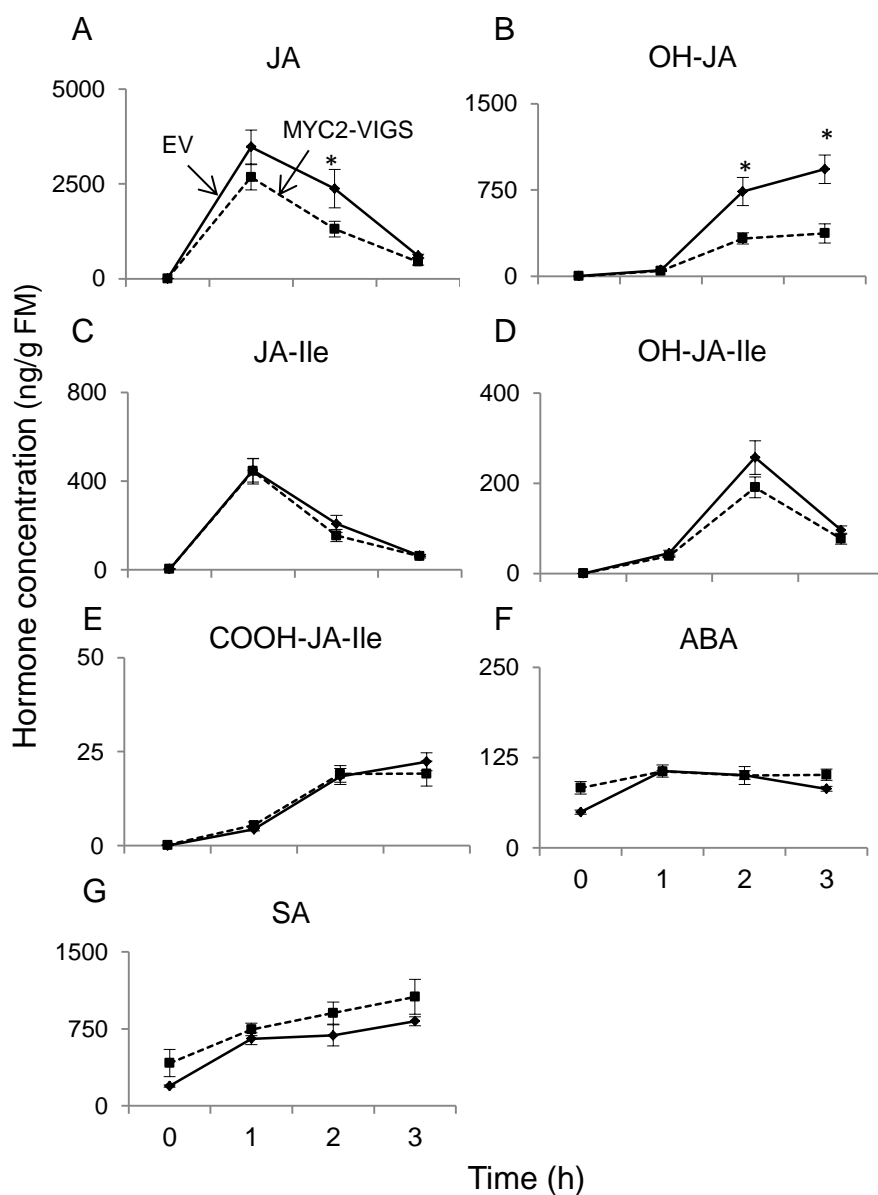

**Figure S5. Accumulation of phytohormones in untreated and WOS-treated EV and MYC2-VIGS plants.** Fully elongated leaves of EV and MYC2-VIGS plants were treated with WOS after 1, 2, and 3 h or collected without treatment and the accumulation of JA (A), OH-JA (B), JA-Ile (C), OH-JA-Ile (D), COOH-JA-Ile (E), ABA (F) and SA (G) was measured on LC-MS<sup>3</sup>. Differences that are statistically significant are indicated by asterisk ( $P < 0.05$ ).

# Supplementary material for: NaMYC2 transcription factor regulates a subset of plant defense responses in Nicotiana attenuata
**Source:** BMC Plant Biol. 2013 May 1;13:73. doi: 10.1186/1471-2229-13-73
**Supplement:** Additional file 2: Table S1 — Differentially regulated genes by NaMYC2 transcription factor in N. attenuata.

**Table S1. Differentially regulated genes by NaMYC2 transcription factor in *N. attenuata.***

a. List of down-regulated genes in MYC2-VIGS plants

| **Probe ID** | **Fold change** | **BIN CODE** | **TAIR No** | **Name** | **Description** |
| --- | --- | --- | --- | --- | --- |
| Na_454_35716 | 2.31 | 10.6 | at5g62150 | cell wall.degradation | peptidoglycan-binding LysM domain-containing protein |
| Na_454_11932 | 3.60 | 13.1.1.1.1 | at5g17330 | amino acid metabolism | GAD; calmodulin binding / glutamate decarboxylase |
| Na_454_38855 | 4.52 | 13.1.4.4.1 | at1g74040 | amino acid metabolism | IMS1, MAML-3, IPMS2 \| IMS1 (2-ISOPROPYLMALATE SYNTHASE 1) |
| Na_454_02419 | 3.82 | 13.2.3.1.1 | at3g16150 | amino acid metabolism.degradation | L-asparaginase |
| Na_454_34394 | 3.75 | 13.2.3.1.1 | at3g16150 | amino acid metabolism.degradation | L-asparaginase, putative / L-asparagine amidohydrolase |
| Na_454_33674 | 4.58 | 13.2.4.4 | at3g45300 | amino acid metabolism.degradation | IVD (ISOVALERYL-COA-DEHYDROGENASE |
| Na_454_16864 | 2.69 | 16.1.5 | at2g24210 | secondary metabolism.isoprenoids.terpenoids | TPS10 (terpene synthase 10 ; (E-beta-ocimene synthase/ myrcene synthase) |
| Na_454_41485 | 9.09 | 16.1.5 | at3g25810 | secondary metabolism.isoprenoids.terpenoids | myrcene/ocimene synthase, putative |
| Na_454_26468 | 2.34 | 20.1.3.1 | at4g02600 | stress.biotic.signalling.MLO-like | ATMLO1 \| MLO1; calmodulin binding |
| Na_454_11776 | 4.18 | 20.1.7 | at1g69550 | stress.biotic.PR-proteins | disease resistance protein (TIR-NBS class , putative) |
| Na_454_19854 | 2.13 | 20.1.7.6.1 | at1g73325 | stress.biotic.PR-proteins.proteinase inhibitors | trypsin and protease inhibitor family protein / Kunitz family protein |
| Na_454_40969 | 5.09 | 23.2 | at5g18860 | nucleotide metabolism.degradation | inosine-uridine preferring nucleoside hydrolase family protein |
| Na_454_12178 | 2.35 | 25.5 | at2g38660 | C1-metabolism | tetrahydrofolate dehydrogenase/cyclohydrolase |
| Na_454_23010 | 2.49 | 26.2 | at4g38040 | misc.UDP glucosyl and glucoronyl transferases | exostosin family protein |
| Na_454_35151 | 2.48 | 27.3.11 | at5g22890 | RNA.regulation of transcription.C2H2 | zinc finger (C2H2 type family protein) |
| Na_454_36990 | 2.47 | 27.3.11 | at1g10480 | RNA.regulation of transcription.C2H2 zinc finger family | ZFP5 (ZINC FINGER PROTEIN 5 |
| Na_454_13204 | 2.24 | 27.3.14 | at3g05690 | RNA.regulation of transcription.CCAAT box binding factor | NF-YA2 \| NF-YA2 (NUCLEAR FACTOR Y, SUBUNIT A2 ; transcription factor) |
| Na_454_34042 | 4.27 | 27.3.25 | at1g69560 | RNA.regulation of transcription.MYB domain | MYB105 (myb domain protein 105 |
| Na_454_39997 | 3.28 | 27.3.25 | at1g69560 | RNA.regulation of transcription.MYB domain | AtMYB105 (myb domain protein 105; DNA binding / transcription factor) |
| Na_454_28012 | 2.63 | 27.3.32 | at1g80840 | RNA.regulation of transcription.WRKY domain | WRKY40; transcription factor |
| Na_454_37824 | 4.03 | 27.3.32 | at1g80840 | RNA.regulation of transcription.WRKY domain | WRKY40, ATWRKY40 \| WRKY40; transcription factor |
| Na_454_22020 | 4.04 | 27.3.57 | at5g46910 | RNA.regulation of transcription.JUMONJI family | transcription factor jumonji (jmj) family protein |
| Na_454_32324 | 3.44 | 27.3.62 | at5g08630 | RNA.regulation of transcription.Nucleosome/chromatin | DDT domain-containing protein |
| Na_454_36282 | 2.89 | 28.99 | at3g13610 | DNA.unspecified | oxidoreductase, 2OG-Fe(II oxygenase family protein) |
| Na_454_03136 | 5.81 | 29.4 | at4g24730 | protein.postranslational modification | calcineurin-like phosphoesterase family protein |
| Na_454_00400 | 4.18 | 29.4 | at1g32640 | protein.postranslational modification | ATMYC2, RD22BP1, JAI1, JIN1, MYC2, ZBF1 \|transcription factor |
| Na_454_16548 | 3.29 | 29.5 | at5g09640 | protein.degradation | SNG2, SCPL19; serine-type carboxypeptidase/ sinapoyltransferase |
| Na_454_21861 | 2.36 | 29.5.5 | at2g22980 | protein.degradation.serine protease | SCPL13, Serine-type carboxypeptidase |
| Na_454_19373 | 2.67 | 29.5.7 | at2g45040 | protein.degradation.metalloprotease | matrix metalloproteinase |
| Na_454_40155 | 2.55 | 30.11 | at4g15090 | signalling.light | FAR1 (FAR-RED IMPAIRED RESPONSE 1 ; transcription factor) |
| Na_454_41435 | 2.31 | 30.2.17 | at1g70520 | signalling.receptor kinases.DUF 26 | protein kinase family protein |
| Na_454_27831 | 2.11 | 30.3 | at4g20780 | signalling.calcium | calcium-binding protein, putative |
| Na_454_35735 | 2.58 | 33.1 | at4g37070 | development.storage proteins | PLP1, PLA IVA \| patatin, putative |
| Na_454_14791 | 3.64 | 33.1 | at3g63200 | development.storage proteins | PLP9, PLA IIIB \| PLP9 (PATATIN-LIKE PROTEIN 9 |
| Na_454_33785 | 5.05 | 33.99 | at5g16750 | development.unspecified | TOZ (TORMOZEMBRYO DEFECTIVE |
| Na_454_41066 | 2.12 | 34.12 | at1g05300 | transport.metal | ZIP5; cation transmembrane transporter |
| Na_454_30201 | 2.39 | 34.2 | at3g19930 | transporter.sugars | ATSTP4 \| STP4 (SUGAR TRANSPORTER 4 |
| Na_454_31068 | 2.71 | 34.9 | at1g12480 | transport.metabolite transporters | OZS1, SLAC1, RCD3, CDI3 \| OZS1 (OZONE-SENSITIVE 1 ; transporter) |
| Na_454_26329 | 3.86 | 35.1 | at1g07850 | not assigned.no ontology | transferase, transferring glycosyl groups |
| Na_454_14501 | 3.59 | 35.2 | at5g24740 | not assigned.unknown | protein localization |

b. List of up-regulated genes in MYC2-VIGS plants

| **Probe ID** | **Fold change** | **BIN CODE** | **TAIR no** | **Name** | **Description** |
| --- | --- | --- | --- | --- | --- |
| Na_454_36276 | 5.42 | 34.16 | at1g17840 | ABC transporters and multidrug resistance systems | WBC11 (WHITE-BROWN HOMOLOG COMPLEX PROTEIN 11) |

# Supplementary material for: NaMYC2 transcription factor regulates a subset of plant defense responses in Nicotiana attenuata
**Source:** BMC Plant Biol. 2013 May 1;13:73. doi: 10.1186/1471-2229-13-73
**Supplement:** Additional file 4: Table S3 — List of primers used for the experiments.

Table S3. **List of primers used for the experiments**

| **Primer** | **FWD sequence (5’->3’)** | **RVS sequence (5’->3’)** |
| --- | --- | --- |
| MYC2_3end-1 | CAACAAGGGATCAAACTATACCG | TTTCCATTTACTGTATTTCTCTTCA |
| MYC2L | CAAGATGTCTAGCCATACT | CCTACAAATTGAGATCTC |
| NaPAL | TGCATACGCTGATGAC | TGGAAGATAGAGCTGTTCGC |
| NaAT1 | TCACAAGGTTCACTTGTGGCTCTG | GCATTTGCCTTGAGTTTGCCTAGG |
| NaMYB8 | AACCTCAAGAAACTCAGGACATACAA | GATGAATGTGTGACCAAATTTTCC |
| NaCV86 | ATCAAATAGCTGAAGATGTC | CCAACAAAGTAGTGCTGTACT |
| NaDH29 | GGCGGGCATTAATTCGTGCTTC | CCAAAAATGATTTGCAAGGTC |

How the deposited data were processed for this re-analysis (not part of the article)

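Leaf RNA of EV and MYC2-VIGS plants, 3 samples each, collected 1 h after WOS treatment, was analysed from 6 one-colour Agilent arrays. The authors deposited the intensity of each spot as given by Feature Extraction 9.1.1.1, background-subtracted and not normalized between arrays, together with flags for detection, saturation and outlier spots. A second table of the series holds the same intensity per probe, rounded, with ratios to the scanner values between 0.995 and 1.00. The steps the authors then applied, scaling by the 75th percentile and SAM in Excel, were repeated here from the intensities, apart from the annotation by Blast2Go.

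Control spots and spots marked as outliers were left out, spots of one probe were averaged, and each array was divided by its 75th percentile and log2-transformed. The comparison of MYC2-VIGS with EV used limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with a probe called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of 2 or more. SAM was written out in R, with a delta of 0.69, a minimum fold change of 2 and all 20 relabellings. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and statsmodels 0.14.6, figures with matplotlib 3.10.9, and random blocks with statmod 1.5.0.

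The methods were tested on simulated data of the same size: 43488 probes with the variance estimated from these arrays, 200 of them changed, in 5 runs. limma found 24.2% of log2 changes of 2 and 84.2% of changes of 3, and SAM found 67.0% and 92.2%. At a log2 change of 1 limma found 0% and SAM 0.2%. With no probe changed, limma called 0.2 probes and SAM 2.2 on average. The simulated noise was independent between probes and held no slide effect, so these counts do not measure chance calls on the real arrays. There, the split of EV replicate 1 with MYC2-VIGS replicates 2 and 3 gave 118 SAM calls.

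The arrays detected between 53.2% and 59.7% of the probes, and their number limits the precision. Where a probe was not well above background on any array of one genotype, the fold change was taken as a lower bound, from the lowest signal called well above background on each array, or the probe's own signal where that was higher. Probes not called can lie above that lowest signal, so the bound is not a strict limit. Where neither genotype was, no fold change is given.

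The genes named in the text follow a rule: every gene or class the paper names for the arrays, the 5 probes of Table S1 with the largest fold change in the paper and its 1 up-regulated probe, and, since no other probe passed, the 2 decreases and 2 increases with the smallest unadjusted p among probes that changed at least 2-fold without overlap. The genes of the phytohormone, phenolamide and nicotine lists and the choice of tests were set before the data were examined. The patterns that match these genes to names in the files were written after values of single probes had been seen. At that point entries of the GH3, JMT and other TIFY and aldehyde oxidase families were left out of the phytohormone list, and a broader list of 149 probes with them was tried beside it. AT1, DH29, MYB8 and CV86, and probes for GLA1, JAR4, JAR6, ZEP, ABA2 and SAMT, are not analysed here. The WRKY, CRK and CB lists were chosen after the values had been seen, from a look through 415 families of probes that share the leading letters of their names; the CB list holds chlorophyll a/b binding proteins and also unrelated animal proteins.

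The alternatives were SAM, normexp background correction with an offset of 50, quantile normalization, median centring, the rounded values of the series, a filter on dim probes, slide as a fixed or random block, replicate number as a block, eBayes with trend and robust, arrayWeights, each array left out in turn, an adjusted p under the paper's FDR of 15.8%, an unadjusted p, no minimum fold change and, for nicotine genes, another detection call. Added after seeing the data were a scan-day block, a percentile over all spots, keeping the outlier spots, the broader phytohormone list, and SAM with linear fold changes, with a filter on dim probes and after quantile normalization. No set or enrichment test was made on Table S1, since the copy used holds 41 entries where the paper's text gives 47 genes.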

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

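Both the ratio to negative control spots and the reading of detection for the probes below were chosen after the detection calls had been seen.

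Probes named after enzymes of nicotine biosynthesis, or of the NAD and polyamine pathways leading to it, gave a signal in leaves. The paper sets aside nicotine biosynthesis genes as not evaluable there, without saying whether the NAD and polyamine enzymes count among them. What singled out the probes was a call well above background on every array with an unmarked spot. For each, the lowest ratio over the arrays of its signal to the highest negative control spot of the array was taken. The ratio was 97.7 for Na_454_31000 (PMT4_TOBAC), 2428 for Na_454_00105 (DCOR_TRYBB), whose spot on 1 array was marked as an outlier, and 2.40 for Na_454_27426 (AMO_LENCU). It was 64.3 for Na_454_02055, 2.73 for Na_454_06441 and 117 for Na_454_05804, all named after quinolinate phosphoribosyltransferase. The probes named after A622 gave 1.60 for Na_454_13110, 4.33 for Na_454_17966 and 2.56 for Na_454_14956. Na_454_00281 (NADB_ECOLI) gave 4.14 and Na_454_23801 (NADA_THEON) 5.20.

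Unspecific background signal is argued against for the PMT4_TOBAC probe, since its signal was at least 97.7 times the highest of the 153 negative control spots of each array. Hybridization of a related transcript stays open, since the names are those of the most similar protein and no transcript sequences were compared; so do RNA from other tissue and expression in leaves, none of which was tested.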

How the results depend on the processing

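The alternatives with a scan-day block, a percentile over all spots, outlier spots kept, the broader phytohormone list, and SAM with linear fold changes, on probes well above background or after quantile normalization were chosen after seeing the data, as was the test of the floor values at the end; the other alternatives were set before the data were examined.

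The number of probes called depended on the test. limma called 0 probes in the comparison as reported, while 2307 passed an unadjusted p under 0.05. Of the 26 alternatives 18 gave 0. Those that did not include the SAM runs and the unadjusted p, which are not limma calls at an adjusted p. With an adjusted p, limma called 84 after normexp background correction, 201 with slide as a fixed block and 36 with eBayes trend and robust. For normexp and eBayes the cause was not tested. The slide block takes no information from both replicates 3, each alone on its slide, and leaves few arrays to estimate the spread. The scan-day block gave the same log2 fold change of the MYC2 probe, -2.24, and 0 calls. The 201 calls therefore rest on how the spread was estimated. SAM called 49, the same with linear fold changes (49), 124 among probes well above background and 278 after quantile normalization. At an unadjusted p with 2-fold change 974 probes passed. That last count was 89 after normexp, 454 with the filter on dim probes, which tests fewer probes, 2441 with slide as a fixed block, 1648 with arrayWeights and 1566 with the scan-day block, and it lay between 1103 and 1384 with one array left out. Chance cannot be excluded for either count, since 3 arrays against 3 make only 10 splits: 3 of the 10 splits, the real one included, gave at least as many probes at an unadjusted p with 2-fold change, and 2 of the 10 gave at least as many SAM calls. The split of EV replicate 1 with MYC2-VIGS replicates 2 and 3 gave 1126 probes and 118 SAM calls; it follows neither slide nor scan day.

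The share of higher probes at that threshold was 51.7% as reported, 43.5% after quantile normalization and 55.2% after median centring; it was 35.5% without EV replicate 1, 37.2% with arrayWeights, 64.0% with slide as a fixed block, 61.3% without EV replicate 3 and 63.1% with the scan-day block. The median log2 fold change of all probes was 0.11 as reported, 0.01 after quantile normalization and -0.03 without EV replicate 1.

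The replicate block was fitted for completeness: with replicate number as a block, limma called 0 probes and the MYC2 probe's log2 fold change was -2.06. The numbers do not pair the samples, since the correlation across probes of deviations from the genotype means was -0.115, 0.175 and -0.195 for equal numbers, and reached 0.264 for unequal ones.

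The MYC2 probe was lower in MYC2-VIGS under every alternative run, with log2 fold changes from -2.24 to -1.80. It passed the threshold with normexp (-2.02), slide as a fixed block (-2.24), eBayes trend and robust (-2.06), SAM (-2.06; also -2.06 with linear fold changes and among probes well above background) and SAM after quantile normalization (-2.08). Its adjusted p ranged from 1.57e-11 to 0.898 over the alternatives. With one array left out, its log2 fold change ranged from -2.23 to -1.80.

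The listed direction held for all 41 Table S1 probes in every setting that tested all 41 except normexp, where it held for 31; the dim filter left 30 of them, all in the listed direction. Those called by limma numbered 10 with normexp, 12 with slide as a fixed block and 19 with eBayes trend and robust, and those called by SAM numbered 41, 41 with linear fold changes, 30 among probes well above background and 41 after quantile normalization. Of the phytohormone probes 1, Na_454_39106 (ABA 8'-hydroxylase), was called with slide as a fixed block, at an adjusted p of 0.0447. None was called in the broader list, where 4 of 149 had an unadjusted p under 0.05. No phenolamide probe was called under any of the 23 alternatives.

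Some differences changed sign, both near 0 and far from it. The MYC2-like probe, at 0.01 as reported, was at -0.0151 with normexp, -0.155 with slide as a fixed block and with the scan-day block, and -0.00905 with slide as a random block, and ranged from -0.10 to 0.20 with one array left out. Na_454_00178 (PAL1_SOLLC), at 0.07, was at -0.12 with normexp, -0.00370 after quantile normalization, also in SAM, and -0.0327 with slide as a fixed block and with the scan-day block, and ranged from -0.0208 to 0.207 with one array left out. With normexp, Na_454_33674 was at 0.00850 (at least 1.84-fold lower as reported), Na_454_05904 at 0.0487 (at least 2.01-fold lower), Na_454_11776 at 0.0179 (at least 2.06-fold lower), Na_454_22583 at 0.0768 (at least 1.60-fold lower) and Na_454_19854, well above background on no array, at 0.134. Na_454_25325 (PAL2_LITER), at -0.93 as reported, was at 0.0946. The offset of 50 added with normexp draws low signals together, so it brings such differences near 0 by itself, and the effect of the background correction without it was not tested. Other probes kept their sign with normexp but fell below a 2-fold change: Na_454_33785 was at -0.0570, Na_454_11932 at -0.0108, Na_454_10039 at -0.0793, Na_454_16864 at -0.24, Na_454_41485 at -0.37, Na_454_40969 at -0.37, Na_454_19978 at -0.40, Na_454_34042 at -0.41, Na_454_26468 at -0.75, Na_454_39997 at -0.86, Na_454_27831 at -0.91, Na_454_23300 at 0.40, Na_454_36276 at 0.51 and Na_454_39106 at 0.51. With arrayWeights, Na_454_04036 (PALY_HELAN) was at -0.0222, Na_454_06355 (PALY_VITVI) at -0.61 and Na_454_00083 (PAL2_TOBAC) at -0.26; with one array left out these ranged from -0.0126 to 1.27, from -0.72 to 0.62 and from -0.25 to 0.40, with the lowest values of Na_454_06355 and Na_454_00083 without MYC2-VIGS replicate 1. The cause was not tested.

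Signal over background limits the rest. Probes not well above background on any array had a median log2 difference of 0.23, against -0.0527 without EV replicate 1, whose array was the brightest; this fits a floor lowered by the scaling of that array. Of the 974 probes, 251 were well above background on all 6 arrays.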

Differences from the paper's values

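The name patterns behind the nicotine probes were written, and the reading of their detection was chosen, after values had been seen; the other tests of this part were not chosen after the result was seen.

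The paper reports 47 genes as altered in MYC2-VIGS, while limma called 0 of 43533 probes at an adjusted p under 0.05 with a fold change of 2 or more, with 974 passing an unadjusted p with 2-fold change. Of the alternatives set before the data were examined, SAM with the settings of the paper's methods gave 49 calls and eBayes with trend and robust gave 36, each within 1.5 times the paper's number. The other alternatives set then did not come within it: normexp gave 84, slide as a fixed block 201, and an unadjusted p 974; quantile normalization, median centring, the rounded series values, the dim filter, slide as a random block, the pairing by number as a replicate block, arrayWeights, each array left out, an adjusted p under the paper's FDR of 15.8% and no minimum fold change gave 0. SAM's median FDR was 16.7%, where the paper states 15.8%. The 16.7% was computed before the minimum fold change was applied, so the values may not be alike in this.

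The paper holds that nicotine biosynthesis genes are expressed in roots alone and could not be evaluated in these leaves. The 20 probes of the list also cover enzymes of the NAD and polyamine pathways leading to nicotine, which the paper's statement does not name. Of these 20 probes, 10 were well above background on all 6 arrays. Among them, Na_454_31000 (PMT4_TOBAC, a putrescine N-methyltransferase) had a mean normalized log2 signal of 2.28 in EV. The names are those of the most similar protein, so a probe can belong to a related gene.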

Other observations

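The WRKY, CRK and CB lists, the splits test for WRKY, and the SAM runs on probes well above background and after quantile normalization were chosen after the result was seen.

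The MYC2-like probe, Na_454_06291 (ATR2_ARATH in the files), contains the 18 bases of the MYC2L reverse primer. Its longest unbroken match is 32 of its 60 bases to the MYC2-like sequence as read here, and 9 to MYC2. Its assignment to this gene rests on that partial match. Its normalized log2 signal was 1.81 ± 0.23 (SD, n = 3) in EV and 1.82 ± 0.33 (SD, n = 3) in MYC2-VIGS, a log2 fold change of 0.01 (standard error 0.27 from limma); 1 h after WOS no difference was detectable. The paper measured this gene by qRT-PCR.

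SAM's calls were almost all decreases, 98.0% of 49. Among probes well above background it called 89 decreases and 35 increases (71.8% decreases). After quantile normalization it called 210 and 68 (75.5% decreases, at a median FDR of 35.3% before the minimum fold change). Each of these runs sets its own null distribution, and both called more decreases than the 48 of the first run, so the shares do not tell how far floor values of dim probes or the 75th percentile scaling contribute, and both stay open.

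In a look through 415 families of probes, each sharing only the leading letters of its name and with at least 8 members well above background on all 6 arrays, the family with the highest median log2 fold change was that of the prefix CB (0.79), and 3 families had a lower median than the WRKY probes. Of 59 WRKY probes well above background on all 6 arrays, 55 were lower in MYC2-VIGS, with a median of -0.39; the list includes the WRKY40 probes of Table S1. With one array left out, at least 76.3% of the probes stayed lower, which argues against a single array as the source. Within the slides that held both genotypes the median difference was -0.67 for replicates 1 and -0.27 for replicates 2, which argues against slide or scan day. Of 10000 random lists of like signal, 0 had as low a median (the lowest was -0.16), though the family was picked as extreme out of 415. The median was the largest in size among the 10 splits, 1 of 10, so chance cannot be excluded. A lower level of WRKY transcripts after MYC2 silencing is a candidate explanation beside chance, and a hypothesis found and tested on the same arrays. The median was negative under all 19 alternatives, from -0.50 to -0.20, and was -0.24 without MYC2-VIGS replicate 1.

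CRK probes, 36 well above background on all 6 arrays, had 34 lower and a median of -0.35, which stayed between -0.45 and -0.15 under the 19 alternatives. The prefix CB holds chlorophyll a/b binding proteins together with unrelated animal proteins. Of its 35 probes well above background on all 6 arrays 30 were higher, but their medians per array, 3.01, 2.70 and 4.16 in EV and 5.51, 3.54 and 3.79 in MYC2-VIGS, overlapped between the genotypes. Their median difference fell to 0.29 without MYC2-VIGS replicate 1 and was 1.21 at most under the alternatives. No biological explanation of either was tested.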
